# Expression Analysis of *Moritella viscosa*-Challenged Atlantic Salmon Identifies Disease-Responding Genes, MicroRNAs and Their Predicted Target Genes and Pathways

**DOI:** 10.3390/ijms231911200

**Published:** 2022-09-23

**Authors:** Sigmund Ramberg, Aleksei Krasnov, Duncan Colquhoun, Christian Wallace, Rune Andreassen

**Keywords:** winter-ulcer, disease response, microRNA, small-RNA sequencing, Atlantic salmon, head kidney, microarray, transcriptome

## Abstract

*Moritella viscosa* is a bacterial pathogen causing winter-ulcer disease in Atlantic salmon. The lesions on affected fish lead to increased mortality, decreased fish welfare, and inferior meat quality in farmed salmon. MicroRNAs (miRNAs) are small non-coding RNAs involved in post-transcriptional regulation by guiding the miRNA-induced silencing complex to specific mRNA transcripts (target genes). The goal of this study was to identify miRNAs responding to *Moritella viscosa* in salmon by investigating miRNA expression in the head-kidney and the muscle/skin from lesion sites caused by the pathogen. Protein coding gene expression was investigated by microarray analysis in the same materials. Seventeen differentially expressed guide-miRNAs (gDE-miRNAs) were identified in the head-kidney, and thirty-nine in lesion sites, while the microarray analysis reproduced the differential expression signature of several thousand genes known as infection-responsive. In silico target prediction and enrichment analysis suggested that the gDE-miRNAs were predicted to target genes involved in immune responses, hemostasis, angiogenesis, stress responses, metabolism, cell growth, and apoptosis. The majority of the conserved gDE-miRNAs (e.g., miR-125, miR-132, miR-146, miR-152, miR-155, miR-223 and miR-2188) are known as infection-responsive in other vertebrates. Collectively, the findings indicate that gDE-miRNAs are important post-transcriptional gene regulators of the host response to bacterial infection.

## 1. Introduction

The Atlantic salmon (*Salmo salar*) is a species of great interest to the aquaculture industry [1], but despite advancements in vaccination and non-medicinal pest management techniques, infectious diseases remain a major cause of reduced production quality and loss for farmed salmon, as well as an ongoing welfare problem for the fish [2]. Increased infection pressure on wild populations from farmed salmon is also a persistent public concern, although pathogen prevalence in wild populations remains difficult to study [3,4]. One of these pests is the bacterial pathogen *Moritella viscosa*, which causes winter-ulcer disease, leading to open lesions on the sides of affected fish, typically during the winter months [5,6,7]. These ulcers lead both to increased mortality, and to rejection or reduced quality grade of fish at the time of slaughter [8]. While different commercial vaccines against the disease have been available for several decades, none of these provide complete protection against infection [9,10], and the disease remains both a significant source of economic loss in aquaculture, and reduced quality of life for farmed salmon [8].

MicroRNAs (miRNAs) are short (usually ~22nts) single-stranded non-coding RNAs which are key molecules that select which protein coding transcripts should be controlled by negative post-transcriptional gene regulation mechanisms. Such regulation has been shown to affect a diverse set of biological processes [11,12]. miRNA activated post-transcriptional regulation is also involved in immune responses to both viral and bacterial diseases in vertebrates [13,14]. Initially, microRNAs are transcribed as long primary miRNAs (pri-miRNAs), which undergo multiple processing steps to reach their functional form [15]. Hairpin structures containing precursor miRNAs (pre-miRNA) are generated from the pri-miRNA by the Drosha-containing microprocessor complex cropping off extraneous sequence. These pre-miRNAs are exported to the cytoplasm, where the loop structure is removed by Dicer, leaving a short miRNA duplex [16]. One of the strands of the duplex, designated the guide miRNA, becomes part of the miRNA-induced silencing complex (miRISC) along with Dicer, TRBP, PACT and Argonaute proteins. The other strand (called passenger miRNA) is typically degraded, often leading to much lower abundance of this mature miRNA than the biologically relevant counterpart produced from the same precursor [17,18,19,20]. The guide miRNA initiates repression of translation or degradation of a transcript (termed the target transcript) by guiding the miRISC complex to bind to it, most commonly in the 3′-untranslated region of protein coding transcripts [21].

Following the initial characterization of miRNA genes in Atlantic salmon [17], there has been a recent expansion of the known miRNAome [18]. A publicly available high quality full-length Atlantic salmon mRNA transcriptome [22] (Genbank Accession GIYK00000000) has also facilitated the generation of a comprehensive resource of predicted miRNA target transcripts (https://github.com/AndreassenLab/MicroSalmon/ (accessed on 20 September 2022)) [23]. This has led to Atlantic salmon being the aquaculture species with the most comprehensive resources available for differential expression studies of miRNAs and their putative target genes. Differential expression of particular miRNAs in response to infection by viral, bacterial and parasitic pathogens indicates that some miRNAs are involved in disease response [24,25,26,27,28,29]. Significant losses of life are also experienced during smoltification, the process during which Atlantic salmon adapt to life in seawater. Similar expression studies examining the response to smoltification indicate that post-transcriptional regulation by miRNAs is also involved in facilitating that developmental transition [30,31]. Associations between differentially expressed miRNAs (DE-miRNAs) and infectious disease have been reported for several economically important pathogens in Atlantic salmon. Some of these include Salmonid Alphavirus [25], Infectious Pancreatic Necrosis Virus [26], Infectious Salmon Anemia Virus [27], *Piscirickettsia salmonis* [28], as well as sea louse infestation [29].

Characterization of miRNAs responding to disease may provide a better understanding of the mature miRNAs involved in immune or stress responses, as well as indicate which protein coding genes and genes pathways they regulate. Such miRNAs are also potential biomarkers for marker-assisted breeding, which may aid in production of healthier and more resistant salmon strains for farming. Better understanding of the regulatory activities of salmon miRNAs could also aid in development of functional feeds [32] or be applied as therapeutics for disease control [33,34]. So far, the role of miRNAs in response to *M. viscosa* infection in Atlantic salmon has not been characterized. Therefore, the aim of this study was to characterize miRNAs and mRNAs that show differential expression behavior in response to *M. viscosa* challenge in skin and dermal muscle tissue sampled from fish infected by *M. viscosa* and graded by severity of lesions. In parallel, expression analysis was also carried out in head-kidney, which is an important immune organ in teleost fish. Unlike miRNAs, mRNAs responding to *M. viscosa* infection have been previously characterized in Atlantic salmon by microarray analysis or high-throughput sequencing [6,35,36,37]. The results of these studies (differentially expressed mRNAs) have been used as input in enrichment analyses to reveal biological processes that are affected by infection. Such enrichment analyses rely on functional annotation of the differentially expressed mRNAs (DE-mRNAs), which in turn are mostly based on their homology with well-annotated genes from higher vertebrates. Another approach for annotation of differentially expressed genes, introduced by Krasnov et al. [36], does not annotate DE-mRNAs by assumed function inferred from their homology to evolutionary distant species. Instead, genes are grouped into Transcription Modules (TMs) by showing consistent co-regulation in response to different factors (viral infection, bacterial infection, inflammation, or stress) across a large set of microarray studies. This approach assigned genes as responding to certain pathogens or biological processes based on their expression behavior in similar, independent expression studies rather than their inferred functions based on their nucleotide sequences. This approach avoids assumptions about preserved functionality of homologous genes across phylogenetically distant species. It also allows for classification of genes unique to teleosts or genes with unknown functions to be assigned to TMs. This, in turn, allows for the detection of genes that respond to, e.g., viral infection or bacterial infection by carrying out enrichment analysis of DE-mRNAs against the TMs classified in prior meta studies. This approach has the advantage that it detects genes important to the conditions studied that may not have been revealed by the common homology-based enrichment analysis. Here, we explore the *M. viscosa*-responding genes identified by microarray analysis by common homology-based enrichment analysis as well as TM based enrichment analysis. The subset of the DE-mRNAs which were predicted to be targets of the disease-responding miRNAs (tDE-mRNAs) were also analyzed using both the expression behavior derived TM framework and annotation by homology-based frameworks. The enrichment analysis of this subset of DE-mRNAs (tDE-mRNAs) could reveal gene pathways that are likely to be controlled by the miRNAs responding to *M. viscosa* infection.

## 2. Results

### 2.1. M. viscosa Challenge, Lesion Scores, RNA Extraction and Moritella qPCR Measurements

A total of 46 samples, 22 from the head-kidney (HK), and 24 from lesion sites (LS), were collected at various time points (0, 9, 23 and 34 days post-challenge (DPC)) throughout the *M. viscosa* challenge trial. An overview of concentration, quality measurements and measurements of infection by qPCR in the 22 individual HK samples is given in Table 1. The concentrations, absorbance ratios and RNA Integrity Number (RIN) value measurements showed that all RNA extracts included were of satisfactory quality for qPCR and small RNA sequencing. The number of raw reads from these samples following small-RNA sequencing ranged from 3.8 to 15.4 million. Following adapter trimming and size filtering, between 1.2 million and 6.9 million reads were mapped onto the reference miRNAome. All small RNA sequenced samples have been submitted to the Sequence Read Archive, NCBI, and the accession numbers are given in Table 1. All HK samples were analyzed by *M. viscosa* qPCR to measure degree of infection by the bacteria in HK (Table 1). These results showed that *M. viscosa* was not detected in HK nine DPC (Time Point 1, T1), despite being identified in LS samples from the same fish. Lesion scores were also recorded for the individual fish from which each sample originated. A few of the fish from T1 showed dermal lesions caused by *M. viscosa* infection. Conversely, the qPCR showed that all fish were infected with *M. viscosa* in HK from Time Point 2 (T2, 23 DPC) onwards. However, the CT-values from both T2 and Time Point 3 (T3, 34 DPC) indicated a moderate infection in HK, which did not seem to increase over time or show strong correlation with lesion scores. 

A summary of the concentration, quality measurements and qPCR results from the 24 individual LS samples is shown in Table 2. Again, the measurements indicated high quality of all samples that were subsequently used for small-RNA sequencing. The number of raw reads from these samples following small-RNA sequencing ranged from 7.5 to 13.3 million. Following adapter trimming and size filtering, between 1.3 million and 7.0 million reads were mapped onto the reference miRNAome. Sequence Read Archive accession numbers for all samples are given in Table 2. Unlike the HK samples, all challenged LS samples were positive. However, the measured CT-values seemed to vary greatly within each time-point, and samples with the most severe lesion score (2) were associated with a low CT-score while time point groups did not show such an association. Because of this, these samples were instead grouped by range of measured CT-score rather than time points in the differential expression analysis (Section 2.2). All CT < 20 samples displayed lesions that penetrated the basement membrane (lesion score 2). Two of the samples from the mid-level group (CT 20–30) showed mild lesions (lesion score 1). One of the fish from the high CT group (CT > 30) showed mild lesions, while the others had no visible lesions. 

Some additional samples collected both among HK and LS were initially RNA extracted but did not meet our quality criteria. These were therefore not included in downstream analysis, and the sample sets shown in Table 1 and Table 2 were those used in the analysis of differential expression (Data on samples not used is not shown). Some LS control samples were among those not included, reducing controls to three samples in this tissue. The control samples collected at 9 DPC were, however, from the same time point as fish revealing medium to severe infection when analyzed by qPCR. 

### 2.2. DESeq Analysis of miRNA Expression

#### 2.2.1. Changes in miRNA Expression in Lesion Sites during Infection

The control group (LS Control) was compared to each of the low, medium, and high infection level groups (CT > 30, CT 20–30, and CT < 20), described in Table 2, to identify miRNAs that differ in their expression depending on the infection severity. A total of 63 unique mature DE-miRNAs were identified across the three sample groups. A complete overview of all DE-miRNAs is included in Supplementary Table S1. Of these, 39 were denoted as guide DE-miRNAs (gDE-miRNAs), meaning that if one of the two mature miRNAs originating from the same precursor showed >10× abundance, only that one was considered to be a guide miRNA (see methods). One gDE-miRNA (ssa-miR-122-5p) was discovered both in the comparison with the low infection group (CT > 30) and the high infection group (CT < 20), while all others displaying significant differential expression were identified in the CT < 20 group. Thus, the results showed strong correlation between severe infection/lesion scores and differential expression of miRNAs. Hierarchical clustering analysis with the expression changes of each of the 39 gDE-miRNAs as input was carried out to identify gDE-miRNAs with similar patterns of expression change across the LS groups compared. The analysis revealed three major clusters of gDE-miRNAs. The results are illustrated in the heatmap shown in Figure 1 and the gDE-miRNAs in each cluster are shown in Table 3.

Cluster 1 (I, red letters in Figure 1) consisted of nine gDE-miRNAs from six families. These followed a pattern of very low change in expression in the low and medium infection groups (five weakly downregulated and four weakly upregulated), and strong downregulation in the high infection group. Cluster 2 (II, green letters in Figure 1) consisted of 13 gDE-miRNAs from nine families. No changes or weak downregulation were identified in the low and medium infection groups, but sharp upregulation was identified in the high infection group. Cluster 3 (III, blue letters in Figure 1) consisted of 17 gDE-miRNAs from 14 families. In contrast to Cluster 2, these showed weak, although non-significant, upregulation in the low to medium infection groups, indicating a higher sensitivity to infection. However, like Cluster 2, these miRNAs also showed a much larger increase in their expression in the highly infected group (CT < 20).

Clusters 2 and 3 each included one miRNA putatively unique to Atlantic salmon (ssa-miR-novel-2-5p and ssa-miR-novel-8-3p, respectively), providing insight that these salmon specific miRNAs are disease-responding miRNAs. All family members showed very similar expression changes, and all members within a family were grouped together as being either co-downregulated or co-upregulated at CT < 20.

#### 2.2.2. Changes in miRNA Expression in the Head-Kidney during Infection

The comparisons between the control group (HK Control) and the three time point groups (T1, T2, and T3) described in Table 1 reveal a total of 26 unique DE-miRNAs. A complete overview of all DE-miRNAs is included in Supplementary Table S1. Seventeen were annotated as gDE-miRNAs. The majority showed significant expression changes in groups T1 and T3. Six of the miRNAs (ssa-miR-1-3p, ssa-miR-15bf-5p, ssa-miR-23c-3p, ssa-miR-133-1-4-5-3p, ssa-miR-133-2-3-3p, and ssa-miR-206-3p) did, however, show significant differences in expression at multiple time points. An overview of all gDE-miRNAs is shown in Table 4.

Hierarchical clustering analysis of the 17 gDE-miRNAs revealed three major clusters based on their patterns of expression change, illustrated in Figure 2. All of the gDE-miRNAs showed weak upregulation at T2, and the main differences between clusters were based on the changes at T1 and T3.

Cluster 1 (I, red letters in Figure 2) consisted of four gDE-miRNAs from three families. The miRNAs in this cluster were all weakly downregulated and upregulated at T1 and T2, respectively, but strongly upregulated at T3. These miRNAs thus displayed a late response to infection. Cluster 2 (II, green letters in Figure 2) consisted of five gDE-miRNAs from four families. The miRNAs in this cluster also showed a late response to infection, but in contrast to cluster 1, showed a substantial downregulation at T3. In contrast, Cluster 3 (III, blue letters in Figure 2) consisted of eight gDE-miRNAs from seven families, which were all strongly upregulated at T1 and slightly less but still strongly upregulated at T3. The gDE-miRNAs in this cluster, thus showed a relatively rapid response to infection despite the pathogen not being detected in HK at this time point.

Initially, 63 and 26 DE-miRNAs were identified in LS and HK, respectively, but only 39 and 17 of these were manually annotated as gDE-miRNAs. For the majority of the DE-miRNAs, only one mature miRNA of the two processed from same precursor was classified as a guide miRNA when applying our read count thresholds (>10 difference). Interestingly, while multiple gDE-miRNAs were identified in each of the HK and LS tissues that responded to *M. viscosa* infection, there was very little overlap between which specific miRNAs were identified in both groups. This was the case even if the HK analysis was alternatively, like the LS analysis, carried out with only the three T1 controls. Only four miRNAs (ssa-mir-132-3p, ssa-mir-144-3p, ssa-mir-144-5p, and ssa-mir-2188-3p) were gDE-miRNAs in both tissue types. Furthermore, these were all upregulated in response to the infection in both tissues. Despite responding to the same infection, the remaining gDE-miRNAs were differentially expressed in only one of the tissues, indicating tissue specific regulatory roles.

### 2.3. Discovery of Differentially Expressed mRNA Transcripts Using Micro-Array Analysis

A 44k salmon-specific mRNA microarray (Salgeno-2) was used to identify differentially expressed mRNAs (DE-mRNAs) in HK and LS materials. 

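The data analysed here come from 23 arrays, each of 1 fish, and fish are named here by the replicate numbers of their samples. The labels give number 9 to a head kidney and to an ulcer site array of infected fish at 23 days. They also give number 8 to an uninfected control in each tissue. Some arrays of the 2 tissues may therefore come from the same fish. Head kidney (HK) arrays came from 4 uninfected controls and from 4 infected fish each at T1 (9 days post-challenge), T2 (23 days) and T3 (34 days). Of the HK controls, the paper's tables place 2 at 0 and 2 at 9 days, and which array is which was left open. Lesion site (LS) arrays, of skin and muscle, came from 3 uninfected controls at 9 days and from the 4 fish of the CT<20 group, 1 of them sampled at 9 and 3 at 23 days, so the level of infection and the time are not separated in LS. CT<20 is the paper's group with the lowest cycle thresholds for M. viscosa in qPCR, that is, the highest bacterial load. For RNA extraction, the paper's methods name the mirVana kit and the sample labels an RNeasy kit. The RNA was labelled with a single dye, hybridised and scanned, and each array carried spots of 42386 different oligos. The authors deposited the scanner's output for each array, in which the intensity of each spot is corrected for background by the scanner's software and not yet normalized between arrays, and a table of processed values whose steps are not stated. The share of spots well above background was 75.5 to 83.5% in HK controls (median 78.7%), 78.2 to 89.1% at T1 (median 82.5%), 73.7 to 84.4% at T2 (median 76.0%) and 71.3 to 99.7% at T3 (median 76.9%). In LS it was 80.7 to 87.6% in controls (median 81.5%) and 69.9 to 83.7% in CT<20 fish (median 78.5%). No spot was saturated, and the number of arrays limits the precision of every value. Intensities were put on the log2 scale and each array's 75th percentile was subtracted. Spots that the scanner marked as outliers were left out, and oligos were tested if well above background on at least 4 of the 16 HK arrays or 3 of the 7 LS arrays, which left 36701 oligos in HK and 35757 in LS. limma was fitted once to the 16 HK arrays and once to the 7 LS arrays, with Benjamini-Hochberg adjustment over all tested oligos. An oligo was called if its adjusted p was under 0.05 and its log2 fold change at least 0.80 in size. The paper's methods name a t-test with the same limits on an unadjusted p, which is called the methods' t-test here. The median log2 fold change over all tested oligos was 0.094 at T1, −0.038 at T2, 0.16 at T3 and −0.20 in LS. With each array's median subtracted in place of its 75th percentile, it was −0.17, 0.0075, −0.19 and −0.0058, so shifts of gene lists are also given relative to the median of all tested oligos. The files name oligos by RefSeq accession, and 25420 oligos matched a gene of the RefSeq annotation, 8055 of them a gene with a symbol of its own. From these symbols 20 gene lists and 5 lists of cell type markers were made after the names on the array had been seen and before any fold change was computed. The value of a list is the mean log2 fold change of its tested oligos, tested with limma's fry (2-sided) and adjusted over the 25 lists of a comparison. An exact permutation test (2-sided) of the mean per array is given beside it, whose smallest possible p is 0.0286 for 4 fish against 4 and for 4 against 3. The arrays lay on 6 slides. T3 and control arrays shared 4 slides, T1 and T2 arrays each shared 2 slides with controls, and 1 slide held a CT<20 and a control array of LS.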

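In LS, limma called 3678 oligos, 2023 higher and 1655 lower in CT<20 fish than in controls, with a smallest adjusted p of 1.31e-04. At an unadjusted p under 0.05 and the same fold limit, limma gave 8524 oligos. The methods' t-test gave 6889 (3252 higher, 3637 lower) at its unadjusted limit and 1865 after Benjamini-Hochberg adjustment (1273 higher, 592 lower). With each array scaled on its median, limma called 3759 oligos, split into 2470 higher and 1289 lower. Leaving out single fish moved the LS count most, to 852 without control 4, 856 without control 8, 2025 without CT<20 fish 4 and 6039 without CT<20 fish 1. In HK, limma called 0 oligos at T1, T2 and T3, with smallest adjusted p values of 0.604, 0.219 and 0.102. At an unadjusted p under 0.05 and the same fold limit, limma gave 1714 oligos at T1 (1380 higher, 334 lower), 1894 at T2 (793 higher, 1101 lower) and 1766 at T3 (1489 higher, 277 lower), 4799 at any time point. With the normexp background correction these counts were 558, 1010 and 4703. With single arrays left out they were 787 to 2566 at T1, 1256 to 4088 at T2 and 1187 to 3759 at T3. The splits into higher and lower moved with the scaling and with the array of T3 fish 3. With each array scaled on its median they were 1649 higher and 876 lower at T1 and 1164 higher and 1043 lower at T3, with quantile normalization 1739 and 730 at T1 and 1142 and 1153 at T3, and without T3 fish 3 they were 972 and 1055 at T3. By the methods' t-test these counts were 2068, 1771 and 1297, 4707 at any time point, and 0 after Benjamini-Hochberg adjustment. Without fish 3 of T2, limma called 1765 oligos at T2 and 65 at T3 in HK, without fish 1 of T3 it called 196 at T3, without fish 3 of T1 it called 9 at T1 and without fish 7 of T1 it called 1 at T2. With the normexp background correction it called 203 at T3. Among called LS oligos whose groups did not overlap, the largest rises were those of LOC106604696, LOC106571136 and mfap4, with log2 fold changes of 11.89 (SE 1.57, adjusted p = 0.0042 from limma), 10.57 (SE 1.32, adjusted p = 0.00348) and 10.44 (SE 1.03, adjusted p = 0.00166). Each of these was well above background on 1 of the 3 control arrays and on all 4 CT<20 arrays, and its control values varied widely, with SDs of 3.96, 3.19 and 2.57 on the log2 scale. The largest falls were those of LOC106586705, mthfd2l and ccl25a, with log2 fold changes of −6.89 (SE 0.97), −6.13 (SE 0.80) and −5.81 (SE 1.20), and adjusted p values from limma of 0.00524, 0.0040 and 0.0233. They were well above background on 3, 1 and 2 of the 4 CT<20 arrays. As some of their values are not well above background, the sizes and the order of these rises and falls are uncertain. ccl25a was no longer called with any control or with CT<20 fish 10 or 4 left out, at log2 fold changes between −6.20 and −5.44, nor by the adjusted methods' t-test.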

A total of 1568 oligos in the head-kidney materials and 4217 oligos in the lesion site materials were detected as differentially expressed in the microarray analysis (Supplementary Table S2). The results from the differential expression analysis were further processed by the STARS pipeline [38], which performed enrichment analysis of the DE-mRNAs applying two different main approaches. One based on homology-based functional annotation of the genes detected by individual oligos, in the GO and KEGG frameworks, as well as the STARS framework, which is designed specifically for fish [38]. The other approach was based on the TM/TS framework, as described in the introduction, methods (Section 4.5) and Krasnov et al. [36]. Applying this approach, the DE genes are categorized based on their expression patterns in this study compared to patterns in other similar microarray studies. This approach identified genes belonging to a Transcription Module (TM), which is a set of genes that are co-regulated in response to the same condition across multiple studies, or to a Transcription Signature (TS) which is a set of genes that were co-regulated in a specific study. The complete results from the STARS pipeline’s analysis, as well as the microarray readings for each individual gene, are shown in Supplementary Table S2. The main findings of the TM/TS and STARS enrichment analyses are given in Table 5, Table 6 and Table 7. 

Table 5 gives an overview of highly enriched TM categories along with a selection of TS categories of interest for both LS and HK samples. 

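Table S5 gives, for HK, the differentially expressed oligos that are predicted miRNA targets, with the TM of each. The study chose these oligos on the same arrays, so their shifts are no independent evidence, and TM members among LS oligos were not analysed here. The category TM - bacteria up has 56 such oligos, and 55 of them were measured. Their mean log2 fold change against HK controls was 0.74 at T1, 1.63 at T2 and −0.045 at T3. At T2 all 4 fish lay above every control (exact permutation test, p = 0.0286, adjusted over the listed categories 0.103), with an SD of 0.82 between T2 fish and 0.18 between controls. At T1 3 of 4 fish did (exact p = 0.0571, adjusted 0.182), and at T3 1 of 4 (exact p = 0.771, adjusted 0.771), where the sign changed under normexp (0.0020). The difference of T3 minus T2 was −1.68 on the log2 scale, with all 4 T3 fish below every T2 fish (exact p = 0.0286, adjusted 0.103). For the 15 measured of the 16 oligos of TM - inflammation up, the means were 0.28, 0.71 and −0.26, and at T3 4 of 4 fish lay below every control (exact p = 0.0286, adjusted 0.0735).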

For the TMs, both groups showed significant (>7 times expected value) enrichment for genes upregulated in response to bacterial infection, while the LS samples additionally showed enrichment (>6 times expected value) for genes associated with inflammation across previous microarrays.

The TS categories followed the trend suggested by the TMs, and the similarities with prior studies were highest in genes upregulated in response to bacterial infection in both materials, including *Moritella viscosa*, as well as inflammation-causing muscular stressors. In LS, these also included the categories plasmid injection, wound healing, and pro-inflammatory response in skeletal muscle to an astaxanthin-free diet. The LS genes also showed significant enrichment of genes responding to *Salmonid alphavirus*, suggesting many of these were immune-response genes activated in both viral and bacterial infections. 

In addition to enrichment in TS categories responding to bacterial infections, vaccination, and simulated infection using poly (I:C) in HK, there was also significant enrichment of genes responding to acute stress from exhaustion swimming, or adaptation to seawater. Lastly, there was significant enrichment of genes in the TS category responding to induced erythropoiesis, suggesting the head-kidney plays a role in hemostasis, associated with bleeding caused by winter-ulcer lesions, supporting earlier findings in teleost fish [46,47].

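The members of the TS category were not analysed here. In its place, the 7 tested oligos on a list of erythrocyte markers (hba, hbae, hbae4, alas2, rhag, gata1 and slc4a1b) were compared with the HK controls. Their mean log2 fold change was −0.17 at T1, −0.16 at T2 and 1.22 at T3, or −0.27, −0.12 and 1.06 relative to the median of all tested oligos. With the slide as a block the sign at T1 changed (0.12). At T3 all 4 fish lay above every control, with SDs of 0.22 between T3 fish and 0.45 between controls (exact permutation test, p = 0.0286, adjusted over the lists 0.179). The adjusted p from limma's fry for the erythrocyte markers was 0.76 at T1, 0.926 at T2 and 0.0478 at T3. Of the scalings tried, the median of each array moved the T3 shift most, to 0.86 (adjusted p = 0.39 from limma, in a range of 0.0288 to 0.39 over the settings that keep all arrays and have no block on the replicate number). With the slide as a block the adjusted p was 0.0993, and on each of the 4 slides that hold both, the T3 array was the higher one, by 0.69 to 1.48. With any of 13 of the 16 arrays left out in turn (all but control 7, T1 fish 7 and T2 fish 3) the adjusted p was 0.0563 to 0.168, and the shift stayed between 1.11 and 1.31.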

Table 6 and Table 7 show selected enriched functional categories from analysis in the STARS framework involved in immune processes or metabolism and tissue growth, along with mean log2-fold change for the genes in each category in the LS and HK materials, respectively. 

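For immune genes in LS, the oligos that the study assigned to its functional categories were read from the first 1998 of the 5205 rows of Table S2, the part of the table used here. They were called by the study on the same arrays, so no test was made on them. Mean log2 fold changes in CT<20 fish were 2.00 over 10 oligos of cytokines, 1.26 over 17 of antigen presentation, 2.01 over 43 of TNF and 2.41 over 50 of lymphocytes. For T cells the mean was 2.38 over 20 oligos, and for complement 3.04 over 13. The SDs between fish of the category means were 0.32, 0.20, 0.26, 0.35, 0.14 and 0.33 in CT<20 fish, in the same order, and 0.41, 0.20, 0.33, 0.40, 0.34 and 0.49 in controls. The lists made from symbols hold all tested oligos of a family, called or not, and gave smaller shifts. The TNF superfamily list (14 oligos) had a mean of 0.83 and a median of 0.25, with 8 oligos higher and 6 lower, and 4 of 4 fish above every control (exact permutation test, p = 0.0571, adjusted 0.143). Its adjusted p from limma's fry was 0.157, but 0.00262 with quantile normalization and 0.0114 with scaling on the median, within a range of 0.00262 to 0.221 over the other background corrections, scalings, values, filters and fits with no block on the replicate number. The complement list (8 oligos) had a mean of 1.01, above every control in 3 of 4 fish (fry adjusted p = 0.0626 from limma, 0.0305 with normexp and 0.011 without control 10, where the mean was 1.25). Over the other settings of its kind the adjusted p was 0.0146 to 0.137 for complement and 0.0165 to 0.399 for chemokines. For the list of chemokines, interleukins and their receptors (34 oligos) the mean was 0.081 and the median −0.24 (fry adjusted p = 0.341 from limma, and 0.0165 with normexp at a mean of 0.39). For antigen presentation (11 oligos) the mean was 0.16 and the median −0.0091 (fry adjusted p = 0.806 from limma). Relative to the median of all tested oligos, these means were 1.03 for TNF, 1.21 for complement, 0.28 for chemokines and 0.35 for antigen presentation. The T cell list (8 oligos) had a mean of −0.86 (fry adjusted p = 0.341, with a mean of −0.43 without CT<20 fish 10 and −1.21 without CT<20 fish 1) and the B cell markers (4 oligos) one of −0.33 (fry adjusted p = 0.256 from limma, and 0.0414 without CT<20 fish 1, at −0.52). Both changed sign under normexp, to 0.023 and 0.059. The oligos that the study assigned to B cells were higher in CT<20 fish, at a linear fold of 4.35 against 3.1 in the paper's Table 6. The interferon response list (12 oligos) had a mean of −0.43 (fry adjusted p = 0.36 from limma), and of −0.16 without control 10 and −0.70 without control 8.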

In LS (Table 6), there was a significant upregulation of a wide array of immune-responsive genes, including cytokines, antigen presentation, tumor necrosis factor-related genes, and lymphocyte activation, among others. There was also upregulation of genes related to blood coagulation, cellular stress, and protein folding. 

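The list of heat shock proteins and chaperones (29 oligos) had a mean log2 fold change of 0.89 in LS, or 1.09 relative to the median of all tested oligos, with 27 oligos higher and 2 lower. All 4 CT<20 fish lay above every control (exact permutation test, p = 0.0571, adjusted 0.143), with SDs of 0.35 and 0.10. Its adjusted p from limma's fry was 0.0323, and 0.0529 to 0.114 with any of 5 of the 7 arrays left out, each but control 10 and CT<20 fish 1. On the slide that holds both groups, the CT<20 array lay above the control by 0.98, and with the slide as a block in a fit of all 23 arrays, chosen after the data had been seen, the mean was 1.02 (adjusted p = 0.00437 from limma, in a range of 0.00189 to 0.0661 over the settings that keep all arrays and have no block on the replicate number). Of its brightest members, hspa8 had a log2 fold change of 0.0051 (SE 0.23, adjusted p = 0.992) in limma, with a sign that changed under normexp and in the authors' processed values, and hsp90ab1 one of 0.52 (SE 0.36, adjusted p = 0.403). In the rows of Table S2 used here, 40 oligos that the study assigned to cell stress had a mean of 1.74, and 45 assigned to protein folding and modification one of 1.21. The coagulation list (10 oligos) had a mean of 0.47 and a median of −0.039, with 4 oligos higher and 6 lower and 2 of 4 fish above every control (fry adjusted p = 0.903 from limma, with the direction down). Without CT<20 fish 10 its mean was 0.10. In the authors' processed values it was −0.46, the largest move of any LS list under another background correction, scaling or set of values.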

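The 16 tested oligos on the xenobiotic metabolism list had a mean log2 fold change of −0.095 in CT<20 fish and a median of 0.13, with 9 oligos higher and 7 lower. Relative to the median of all tested oligos the mean was 0.10. Of the 4 CT<20 fish, 2 lay below every control, with SDs of 0.079 between CT<20 fish and 0.13 between controls (exact permutation test, p = 0.286, adjusted 0.376). The adjusted p from limma's fry for xenobiotic metabolism was 0.816. The mean was above 0 under normexp (0.00075), with scaling on the median of each array (0.10) and in the authors' processed values (0.033), and also with the slide as a block in a fit of all 23 arrays (0.11). The oligos that the study assigned to this category in LS were not analysed here.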

One surprising finding was that genes in the functional category xenobiotic metabolism, which includes the breakdown of toxins, was downregulated in these materials. Additionally, there was a broad downregulation of genes related to cellular growth and metabolism, with the exception of lysosomes and proteasomes, indicating that many of the normal cell functions in the infected and wounded muscle tissues are suppressed while they are fighting the infection and dead cells are being degraded [48]. 

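The respiratory chain list (44 oligos) had a mean log2 fold change of −1.29 in LS, with 42 oligos lower and 2 higher, and 3 of 4 CT<20 fish below every control (exact permutation test, p = 0.0857, adjusted 0.143). The adjusted p from limma's fry was 0.0707, and 0.00428 without CT<20 fish 1, where the mean was −1.67. The peroxisome list (13 oligos) had a mean of −0.49, below every control in all 4 fish (fry adjusted p = 0.0333), and the collagen list (15 oligos) one of −1.16, also below every control in all 4 (fry adjusted p = 0.0401 from limma). With single arrays left out, the adjusted p rose to 0.0529 to 0.121 for peroxisome with any but CT<20 fish 1 or 4 and to 0.0529 to 0.135 for collagen with any but control 10 or CT<20 fish 1. Among their brightest members, col1a1b fell by 2.53 on the log2 scale (adjusted p = 0.0289), while co4a1 was at −0.22 (adjusted p = 0.685), cat at −0.91 (adjusted p = 0.14) and acox3 at −1.43 (adjusted p = 0.135 from limma). col1a1b was called with all arrays and not with any of 5 of the 7 left out, each but control 10 and CT<20 fish 1, at log2 fold changes of −2.97 to −2.28 over all 7 omissions, and co4a1 changed sign in the authors' processed values. The myofiber list (26 oligos) had a mean of −2.22 and a median of −1.02, below every control in 3 of 4 fish (fry adjusted p = 0.0935 from limma, and 0.00428 without CT<20 fish 1, at −2.89). For keratin (5 oligos) the mean was −0.20 (fry adjusted p = 0.73 from limma), and for cell cycle (28 oligos) 0.058 with a median of −0.058 (fry adjusted p = 0.966). The lysosome list (28 oligos) had a mean of 0.79, with 21 oligos higher and 7 lower and all 4 fish above every control (exact p = 0.0286, adjusted 0.102). Its fry adjusted p was 0.0323, and 0.0529 to 0.114 without control 4, control 8, CT<20 fish 4 or CT<20 fish 9. All 19 oligos of the proteasome list were higher, with a mean of 1.14 and 3 of 4 fish above every control (fry adjusted p = 0.0626 from limma, and 0.0184 without CT<20 fish 1, at 1.40). The brightest lysosome members, catl1 and atp6v1g1, were at 0.57 (adjusted p = 0.236 from limma) and 0.17 (adjusted p = 0.717). Relative to the median of all tested oligos, the means were −1.09 for respiratory chain, −0.30 for peroxisome, −0.97 for collagen, −2.02 for myofiber, 0.98 for lysosome and 1.34 for proteasome. None of these signs changed under normexp, quantile normalization, scaling on the median or in the authors' processed values. In the rows of Table S2 used here, the means over the study's own oligos were −4.31 for keratin (11 oligos), −0.97 for myofiber (47), −1.74 for peroxisome (6), 0.87 for lysosome (22) and 1.40 for proteasome (28). From the lower categories and the higher lysosome and proteasome genes, the paper proposes that many normal functions of the muscle are suppressed while the infection is fought and dead cells are degraded.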

Many categories of immune-relevant genes were downregulated in the HK materials at one or multiple time points (Table 7). Many of these were the same categories that revealed mean upregulation in the LS materials. 

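The B cell markers (4 oligos) had mean log2 fold changes of −0.22 at T1, −0.49 at T2 and −0.63 at T3, with adjusted p values from limma's fry of 0.281, 0.0767 and 0.0119. At T3 all 4 fish lay below every control (exact permutation test, p = 0.0286, adjusted 0.179), with SDs of 0.27 and 0.14, and the fry adjusted p was 0.080 without T3 fish 5, where the mean was −0.57. With the slide as a block the T3 shift had an adjusted p of 0.00195, in a range of 0.00133 to 0.080 over the settings that keep all arrays and have no block on the replicate number, and on each of 4 slides the T3 array was the lower one, at differences of −0.80 to −0.48. Its brightest oligos, of cd79b and cd37, were at −0.88 (SE 0.29, adjusted p = 0.382) and −0.97 (SE 0.28, adjusted p = 0.272) in limma. The T cell list (9 oligos) had means of −0.55 at T1, −0.88 at T2 and −0.039 at T3 (fry adjusted p values 0.281, 0.0767 and 0.851 from limma), with all 4 T2 fish below every control (exact p = 0.0286, adjusted 0.179) and a T3 sign that changed under normexp (0.069). Antigen presentation (10 oligos) had means of −0.29 at T1, −0.25 at T2 and −0.23 at T3 (fry adjusted p values 0.281, 0.173 and 0.398), with 3, 4 and 3 of 4 fish below every control. The interferon response list (11 oligos) had means of −0.53 at T1, −0.58 at T2 and 0.13 at T3 (fry adjusted p values 0.619, 0.559 and 0.85), a T2 mean of −0.98 without T2 fish 3 and −0.38 without T2 fish 9, and the T3 sign changed with scaling on the median (−0.23). For the TNF superfamily (14 oligos) the means were 0.15 at T1, 0.33 at T2 and 0.10 at T3 (fry adjusted p values 0.72, 0.836 and 0.85). At T1 they fell below 0 under normexp, quantile normalization and scaling on the median (−0.073, −0.074 and −0.11), and at T3 under the latter pair (−0.40 and −0.25). At T2 all 4 fish lay above every control (exact p = 0.0286, adjusted 0.179). The complement list (10 oligos) had means of 0.15 at T1, 0.57 at T2 and 0.65 at T3 (fry adjusted p values 0.903, 0.65 and 0.85, with the direction down at T1), with signs that changed at T1 under normexp and scaling on the median (−0.044 and −0.11) and at T3 in the authors' processed values (−0.32). Without T3 fish 3 its T3 mean was 0.39, and it was 0.96 without T3 fish 1. For chemokines, interleukins and their receptors (35 oligos) the means were −0.11 at T1, 0.022 at T2 and 0.13 at T3 (fry adjusted p values 0.72, 0.951 and 0.851), with medians of −0.11, −0.094 and −0.029, a T2 mean of −0.013 without the filter on dim oligos and a T3 mean below 0 under quantile normalization, scaling on the median and in the authors' processed values (−0.14, −0.22 and −0.10). Relative to the median of all tested oligos, the T3 means were −0.80 for B cell markers, −0.39 for antigen presentation and −0.061 for the TNF superfamily. Over the oligos of Table S5 that the study assigned to its categories, mean log2 fold changes at T1, T2 and T3 were −0.78, −0.65 and −0.74 for Immune B cell (5 oligos), −0.44, −0.53 and −1.04 for Immune Ig (5), −0.72, −1.02 and −0.31 for Immune T cell (7) and −0.32, −0.16 and −0.49 for Immune Lectin (7). All 4 fish lay below every control at each time point for Immune B cell, at T2 and T3 for Immune Ig, at T2 for Immune T cell and at T1 and T3 for Immune Lectin, which is the smallest exact p of 0.0286 (the 3 comparisons share their controls, adjusted 0.129 at T1, 0.103 at T2 and 0.0735 at T3). For Immune Lymphocyte (6) the means were −0.46, −0.49 and 0.17, and for Immune Complement (5) 0.071, 0.38 and −0.30. With scaling on the median, the T3 mean of Immune Lymphocyte was −0.18 and the T1 mean of Immune Complement −0.19, and in the authors' processed values the T2 mean of Immune Lectin was 0.13.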

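The difference between the tissues was tested for each time point in 1 limma fit of all 23 arrays, as the change from control to CT<20 in LS minus the change from control in HK. For antigen presentation this difference was 0.40 against T1, 0.36 against T2 and 0.39 against T3 (fry adjusted p values 0.181, 0.23 and 0.203). For the TNF superfamily it was 0.68, 0.50 and 0.73 (adjusted p values 0.212, 0.27 and 0.183), and for complement 1.40, 1.06 and 0.81 (0.058, 0.202 and 0.156). For T cell it was −0.25, 0.084 and −0.76 (0.779, 0.998 and 0.258), and for B cell markers −0.11, 0.15 and 0.30 (0.796, 0.752 and 0.322). Of 39153 single oligos tested for this difference, limma called 2797 against T1, 2107 against T2 and 3325 against T3.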

Two notable exceptions to this trend were protein folding and modification, which was upregulated in both materials, and xenobiotic metabolism, which is upregulated in HK but downregulated in LS. 

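In HK, the list of heat shock proteins and chaperones (28 oligos) had mean log2 fold changes of 0.39 at T1, 0.52 at T2 and −0.16 at T3, with adjusted p values from limma's fry of 0.335, 0.14 and 0.596 and 3 of 4 fish above every control at T1 and 3 of 4 at T2. Without T2 fish 3 the T2 mean was 0.72 (fry adjusted p = 0.022 from limma). At T3 3 of 4 fish lay below every control, and the difference of T3 minus T2 was −0.68 (fry adjusted p = 0.0379, with all 4 T3 fish below every T2 fish, exact p = 0.0286, adjusted 0.238). The 9 measured oligos of Table S5 in Cell Folding, protein modification had means of 0.66, 0.88 and 0.30 at T1, T2 and T3. At T2 all 4 fish lay above every control (exact permutation test, p = 0.0286, adjusted 0.103), and at T3 scaling on the median changed the sign (−0.056). The xenobiotic metabolism list in HK (16 oligos) had means of −0.077 at T1, −0.10 at T2 and 0.29 at T3 and medians of 0.031, −0.038 and −0.039 (fry adjusted p values 0.72, 0.926 and 0.573). At T3 2 of 4 fish lay above every control, with SDs of 0.77 and 0.49, and the mean was below 0 with scaling on the median (−0.062), with quantile normalization (−0.0078) and in the authors' processed values (−0.0012). The 5 measured oligos of Table S5 in Metabolism Xenobiotic had means of 0.0094, −0.17 and 0.16 (exact p values 0.943, 0.343 and 0.343, adjusted 0.943, 0.463 and 0.394). The T1 mean was below 0 with scaling on the median, normexp and quantile normalization (−0.25, −0.038 and −0.017), and the T3 mean with scaling on the median (−0.19) and at about 0 in the authors' processed values. The change in LS minus the change in HK was 0.011 against T1, 0.031 against T2 and −0.36 against T3 for xenobiotic metabolism (fry adjusted p values 0.303, 0.27 and 0.85), and 0.51, 0.39 and 0.99 for heat shock proteins and chaperones (0.134, 0.27 and 0.00857).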

The difference in the latter category suggests that the head-kidney plays a role in response to bacterial toxins. Furthermore, both Glutathione metabolism and redox homeostasis are upregulated at Time Point 3, suggesting a role in response to oxidative damage to tissues. 

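The redox and glutathione list (23 oligos) had mean log2 fold changes of −0.071 at T1, −0.034 at T2 and 0.13 at T3 against HK controls, with adjusted p values from limma's fry of 0.66, 0.942 and 0.73 and a T2 mean of 0.011 with scaling on the median. At T3 14 oligos were higher and 9 lower, 0 of 4 fish lay above every control, and the mean was −0.031 relative to the median of all tested oligos, −0.22 with scaling on the median of each array and −0.011 in the authors' processed values. T3 lay above T1 by 0.20, with 3 of 4 T3 fish above every T1 fish (exact permutation test, p = 0.0571, adjusted 0.286). The 12 oligos of Table S5 in Cell Redox had means of −0.52 at T1, −0.56 at T2 and 0.46 at T3, with 2 of 4 T3 fish above every control (exact p = 0.0857, adjusted 0.136) and all 4 T1 fish below every control (exact p = 0.0286, adjusted 0.129). For Cell Redox, T3 lay above T1 by 0.98, in all 4 fish (exact p = 0.0286, adjusted 0.0964).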

Lastly, at Time Point 3, and sometimes at earlier time points, there was an upregulation of genes related to cell growth, particularly keratin and myofiber, as well as genes involved in erythropoiesis, supporting the TS findings and prior studies indicating that the head-kidney plays a role in hemostasis [46,47]. 

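The keratin list (5 oligos) had mean log2 fold changes of 0.24 at T1, 0.015 at T2 and 0.15 at T3 against HK controls (fry adjusted p values 0.72, 0.926 and 0.867 from limma). The T3 mean was below 0 with quantile normalization (−0.021) and with scaling on the median (−0.20), the T1 mean under normexp and scaling on the median (−0.017 and −0.016) and the T2 mean under normexp and in the authors' processed values (−0.020 and −0.062), and 2 of 4 T3 fish lay above every control. The myofiber list (21 oligos) had means of 1.35 at T1, −0.050 at T2 and 0.96 at T3 (fry adjusted p values 0.281, 0.926 and 0.398), with a T2 sign that changed under quantile normalization (0.039) and with the slide as a block (0.39) and a T3 mean of 0.50 without T3 fish 3. At T1 and T3 all 4 fish lay above every control (exact permutation test, p = 0.0286, the smallest possible, adjusted 0.26 and 0.179), with SDs of 0.81 at T1, 0.93 at T3 and 0.17 in controls. Relative to the median of all tested oligos the means were 1.26 at T1 and 0.79 at T3. At T1 skeletal muscle taken along with the head kidney could not be told apart from expression in the head kidney itself. At T3 this was not tested. The cell cycle list (27 oligos) had means of 0.39 at T1, 0.36 at T2 and 0.42 at T3 (fry adjusted p values 0.226, 0.0767 and 0.0478). At T3 26 oligos were higher and 1 lower, 2 of 4 fish lay above every control (exact p = 0.0857, adjusted 0.306), and on each of 4 slides the T3 array was higher than the control, by 0.066 to 0.87. The cell cycle mean at T3 was 0.065 with scaling on the median of each array and 0.26 relative to the median of all tested oligos, and under normexp the latter was −0.15. With the slide as a block the adjusted p of cell cycle was 0.0993, in a range of 0.0476 to 0.921 over the settings that keep all arrays and have no block on the replicate number, and 0.0509 to 0.168 with any of 14 of the 16 arrays left out, each but controls 5 and 7. Its brightest oligos, of mcm7 and mcm10, were at 0.068 (adjusted p = 0.94) and 0.13 (adjusted p = 0.936 from limma), both below 0 under normexp and with scaling on the median. Over the study's oligos of Table S5, the means at T1, T2 and T3 were 0.77, −0.083 and 1.07 for Cell Myofiber (9 oligos), 0.14, 0.24 and 0.79 for Cell cycle (18) and −0.14, 0.037 and 1.70 for Metabolism Iron heme (6). The small means changed sign, that of Cell Myofiber at T2 under normexp (0.019), of Cell cycle at T1 with scaling on the median (−0.12) and of Metabolism Iron heme at T2 under quantile normalization and in the authors' processed values (−0.079 and −0.044). At T3 all 4 fish lay above every control for Cell Myofiber and Cell cycle (exact p = 0.0286, adjusted 0.0735) and 3 of 4 for Metabolism Iron heme (exact p = 0.0571, adjusted 0.11). T3 lay above T1 by 1.85 for Metabolism Iron heme, in all 4 fish (exact p = 0.0286, adjusted 0.0964). No myofiber, keratin or cell cycle list differed between time points at an adjusted p under 0.05 in limma's fry, with differences of T3 minus T1 of −0.39, −0.090 and 0.026. The myofiber list was lower at T2 than at T1 by a larger difference, −1.40 (fry adjusted p = 0.371 from limma), with 3 of 4 T2 fish below every T1 fish (exact permutation test, p = 0.0571, adjusted 0.659), and T3 minus T2 was 1.01 (fry adjusted p = 0.147 from limma, exact p = 0.171, adjusted 0.429).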

Of note, genes related to Globins were strongly upregulated at Time Point 3, but were significantly downregulated at earlier time points, indicating a sudden shift in the regulation of these hemostasis-related pathways.

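The globin and heme synthesis list (8 oligos of hba, hbae, hbae4, alas2, rhag, gata1, slc4a1b and hem4) shares all but hem4 with the erythrocyte markers. Its mean log2 fold change against HK controls was −0.19 at T1, −0.13 at T2 and 1.32 at T3, or −0.29, −0.10 and 1.16 relative to the median of all tested oligos. At T3 all 8 oligos were higher and all 4 fish lay above every control (exact permutation test, p = 0.0286, the smallest possible, adjusted over the lists 0.179), with SDs of 0.24 between T3 fish and 0.53 between controls. The adjusted p from limma's fry was 0.0478. At T1 and T2 the shifts were smaller than their SDs of 0.64 and 0.87 between fish, with 1 and 2 of 4 fish below every control (exact p = 0.743 and 0.771, adjusted 0.839 and 1.0). Their fry adjusted p values for globin and heme synthesis were 0.76 and 0.926, and with the slide as a block the T1 mean was 0.16. T3 lay above T1 by 1.51 (fry adjusted p = 0.0357) and above T2 by 1.45 (fry adjusted p = 0.0379 from limma), with all 4 T3 fish above every T1 fish and 3 of 4 above every T2 fish. With the slide as a block the T3 shift had an adjusted p of 0.0993, in a range of 0.0288 to 0.39 over the settings that keep all arrays and have no block on the replicate number. On each of 4 slides the T3 array was higher than the control on it, by 0.67 to 1.67. The T1 and T2 arrays were higher on 1 of the 2 slides each shares with controls, at differences of −0.61 and 0.91 for T1 and −1.32 and 1.18 for T2. With any of 13 of the 16 arrays left out, each but control 7, T1 fish 7 and T2 fish 3, the adjusted p of the T3 shift was 0.0563 to 0.168. The shift itself stayed between 1.20 and 1.40 with these left out, and between 0.96 and 1.29 under normexp, quantile normalization, scaling on the median and in the authors' processed values. The brightest oligos of the list, of hba and alas2, had log2 fold changes at T3 of 0.63 (SE 0.68, adjusted p = 0.847) and 1.71 (SE 0.81, adjusted p = 0.657) in limma. At T1 and T2 hba was at −0.71 and −0.98 (adjusted p = 0.833 and 0.679 from limma). The 8 oligos of Table S5 in Tissue Erythrocyte, globin had means of −0.38, −0.20 and 1.41 at T1, T2 and T3 (exact p values 0.543, 0.657 and 0.0857, adjusted 0.736, 0.71 and 0.136), and T3 lay above T1 by 1.79 in all 4 fish (exact p = 0.0286, adjusted 0.0964). From the opposite directions of globins at T3 and earlier, the paper proposes that the regulation of these pathways shifted suddenly.

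**Figure D1:**
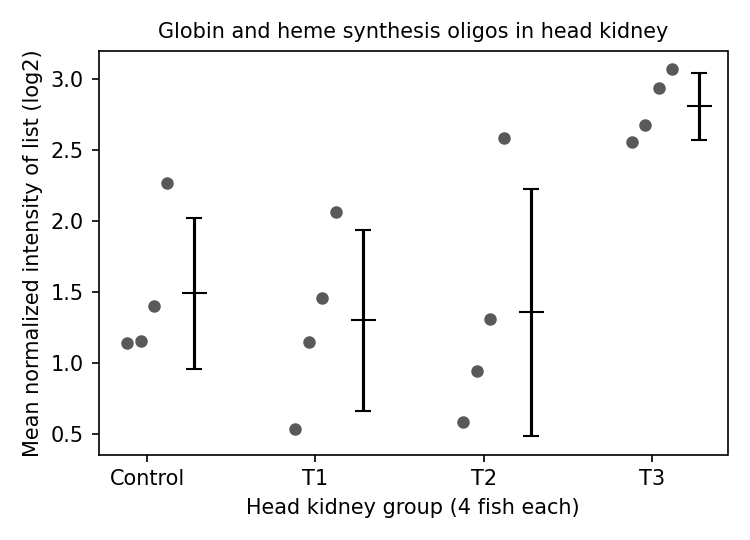
Mean normalized intensity (log2, relative to each array's 75th percentile) of the globin and heme synthesis oligos in HK, with 1 point per fish, 4 fish in each of the control, T1, T2 and T3 groups, and the mean with its SD as a bar beside the points. The T3 fish lie between 2.56 and 3.07 and the controls between 1.14 and 2.27, while T1 (0.53 to 2.06) and T2 (0.58 to 2.59) overlap with the controls.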

These results agree well with previous microarray studies on *Moritella* [36]. This indicates that gene expression changes both in DE-mRNAs as well as gDE-miRNAs are representative for responses to *M. viscosa* infection. Consequently, the following characterization of gDE-miRNAs in terms of their predicted targets and resulting functional annotation should also be representative for their role in response to *M. viscosa* infection.

### 2.4. In Silico Prediction of gDE-miRNA Targets (tDE-mRNAs) and Overrepresentation Analysis

The function of gDE-miRNAs was further explored by predicting their targets among the DE-mRNAs (tDE-mRNAs). Enrichment analysis of these target genes was then applied to reveal overrepresented TM/TS categories while gene ontology-based enrichment analysis was applied to reveal functional pathways associated with the targets of the gDE-miRNAs. 

Initially, the sequences from oligos on the microarray which did detect a DE-mRNA were utilized to identify the corresponding full-length mRNAs (FL-mRNAs)(see methods), in the current Atlantic salmon FL-transcriptome [22]. This was necessary to retrieve the 3′UTRs needed for the target prediction analysis. The oligo sequences from the HK analysis identified on average 2.7 FL-mRNAs each while the oligo sequences from the LS analysis identified on average 2.9 FL-mRNAs each. These FL DE-mRNAs represented isoforms of the DE-mRNAs. 

The FL DE-mRNAs and the gDE-miRNAs were then used as input in the MicroSalmon database (https://github.com/AndreassenLab/MicroSalmon/ (accessed on 20 September 2022)) [23] to retrieve the predicted tDE-mRNAs. Roughly two thirds of the FL-mRNAs were identified as a target (tDE-mRNAs) of at least one gDE-miRNA based on the in silico predictions of target genes. The final number of genes following manual annotation was slightly lower than the number of loci, as several highly similar paralogous loci were annotated as encoding the same gene. Table 8 gives an overview of the results from the in silico prediction of target genes showing number of FL DE-mRNAs in the HK and LS materials corresponding to different isoforms of a DE-mRNA, number of tDE-mRNAs among the FL DE-mRNAs and the final set of different genes. 

A complete overview of predicted tDE-mRNAs along with the individual gDE-miRNAs targeting each transcript, gene names and symbols, transcript accession numbers and GO terms is given in Supplementary Table S3 for HK samples and Supplementary Table S4 for LS samples.

The roles of the gDE-miRNAs were further explored by enrichment analysis of their tDE-mRNAs. As in the enrichment analysis of the DE-mRNAs (Section 2.3), the two approaches TM/TS enrichment and gene ontology-based enrichment were applied for this purpose. 

The tDE-mRNA were fed back into the STARS pipeline to identify enriched TM/TS categories [36]. The advantage of this approach was that it did not depend on functional annotation of the tDE-mRNAs (109 tDE-mRNAs did not have any functional annotation). The results for TM and the highly enriched TS categories in LS materials and HK materials are shown in Table 9. The complete set of significantly enriched TM/TS categories are shown in Supplementary Table S5.

Comparing the enrichment scores in Table 5 (DE-mRNAs) and Table 9 (tDE-mRNAs), there was very similar results, with a slight increase in enrichment for most categories in the enrichment analysis of tDE-mRNAs. In summary, this indicated that the gDE-miRNAs were predicted to regulate genes that are known to be involved in response to bacterial infection (*M. viscosa* infection), inflammation, wound healing and erythropoiesis (Table 9). 

Following functional annotation of tDE-mRNAs by utilizing the information from their FL-mRNA coding sequences (see methods), they were used as input in the more commonly applied gene ontology-based enrichment analysis. The non-redundant lists of the 551 genes used as input from HK and the 1917 from LS, along with the complete results of the PANTHER overrepresentation analysis from both materials are shown in Supplementary Table S6 and listed by targeting gDE-miRNAs in Table S7. 

The most specific enriched gene pathways in HK (Reactome pathways) are shown in Figure 3. There were multiple immune system pathways among the enriched categories including production of both pro-inflammatory, anti-inflammatory, and pro-resolving proteins. The most highly enriched immune pathway was Biosynthesis of specialized pro-resolving mediators (SPMs) at 11.68 times fold change. Other pathways with obvious relevance to winter-ulcer were those involved in production of blood and response to bleeding. Gene pathways involved in stress responses, cell cycle control and receptor signaling were also highly enriched for tDE-mRNAs with O_2_/CO exchange in erythrocytes (15.57 times fold change) as the one showing largest enrichment.

While the most specific enriched Reactome pathways in LS (Figure 4) also included pathways related to immune response, stress and bleeding observed in HK, the additional pathways in LS included processes directly involved in fighting off the infecting pathogen, such as controlled cell death, controlling processes involved in normal muscle growth, correcting misfolded proteins, digesting dead cells, platelet activation and controlling energy metabolism. 

This contrasts with the immune and bleeding response in head-kidney, which were mostly focused on long distance cell signaling to control the immune response and inflammation, and production of new blood in response to prolonged bleeding from lesions. In summary, the ontology-based enrichment analysis of tDE-mRNAs indicated that the gDE-miRNAs likely regulated the protein expression of a large number of genes involved in different kinds of responses to the infection and the winter-ulcer lesions cause by *M. viscosa.*

We further explored the enrichment analysis results to reveal whether individual Reactome pathways were targeted by subgroups of gDE-miRNAs. The complete results from this search is given in Supplementary File S7. A summary of the main findings is shown in Table 10 and Table 11.

The general finding from this search was that most gDE-miRNAs were predicted to target at least one tDE-mRNA in almost all enriched gene pathways both in HK and LS materials. Although only eight of the gDE-miRNAs targeted genes in the two most enriched pathways (CO_2_/O_2_ exchange in erythrocytes and FOXO, Figure 3), they were not exclusive to these pathways. In summary, none of the gDE-miRNAs were associated with one or a few gene pathways only.

Despite being previously annotated as myomiRs [49], ssa-miR-1-3p, ssa-miR-133-1-4-5-3p, ssa-miR-133-2-3-3p and ssa-miR-206-3p were all gDE-miRNAs in head-kidney. Among these, ssa-miR-1-3p stood out as being one of only two gDE-miRNAs not predicted to play a role in stress response or cell cycle control, and ssa-miR-133-2-3-3p was the only gDE-miRNA not predicted to play a role in platelet activation. Despite having the same seed sequence as ssa-miR-206-3p, ssa-miR-1-3p targeted fewer tDE-mRNAs and was involved in fewer pathways. These two miRNAs shared 42 target genes, but while ssa-miR-1-3p only had one gene (beta-adducin) not targeted by ssa-miR-206-3p, ssa-miR-206-3p had 60 target genes not targeted by ssa-miR-1-3p (Supplementary Table S3).

## 3. Discussion

### 3.1. Methodological Considerations 

Three samples were used as controls in the LS materials. While they were from one time point only and the number is at the lower end of what is considered sufficient for estimates of biological variation in a comparative study of this kind, the results from the microarray analysis (DE-mRNAs and the following enrichment analysis) were in agreement with previous findings in similar challenge studies of *M. viscosa* and other bacterial pathogens [36] (discussed in Section 3.3), The fact that the protein coding genes identified as differentially expressed were indeed representative for infection with *M. viscosa*, lends support to number of samples (including controls) being sufficient for detecting gene expression changes due to *M. viscosa* challenge. It is therefore likely that the same holds true for the detection of differentially expressed miRNAs responding to *M. viscosa* challenge in the same materials.

Argonaut has a preference for mature miRNAs starting with U at the 5′ end [20]. Inspecting the mature sequences of the DE-miRNAs (Supplementary Table S1) the majority of those annotated as guide miRNAs did indeed have a U (T) as first nucleotide at the 5′ end (Supplementary Table S1). This fact supported that the threshold chosen in this study did discriminate correctly between guide and passenger mature miRNAs. In some cases (e.g., ssa-miR-132 or ssa-miR-2188), the differences in mature read counts between two mature miRNAs stemming from the same precursor were not large enough to define one as the major biologically relevant product, and both were included in the downstream target prediction analysis. However, although Argonaut has a strong preference for mature miRNAs with 5′ U vs. a 5′ C, Argonaut does incorporate mature miRNAs starting with other bases [20]. The few cases where the read counts from DE miRNAs originating from the same precursor were similar, and both were included in our downstream analyses, they were likely representing such cases where both 5p and 3p were biological relevant mature miRNAs. In summary, the 5′ base preferences of Argonaut for choosing gDE-miRNAs did support our annotation of guide miRNAs. As pointed out in Ramberg et al. [23], each mature miRNA has the potential to target hundreds of FL-mRNAs. The removal of the passenger miRNAs prior to downstream analysis, as carried out in this study, is therefore extremely important to avoid introducing errors in the final enrichment analysis of tDE-mRNAs. 

Enrichment analyses must be interpreted with caution. Here, we apply two kinds of enrichment analysis: homology-based enrichment analysis and genes identified as enriched in certain conditions applying the TM/TS framework. The latter does not identify gene function per se, but rather identify genes responding to a certain condition based on similar expression pattern in many similar studies (e.g., of bacterial infection). The limitation of this approach is that negative observations cannot be used to claim that certain genes are not involved in responses to certain bacteria or certain bacterial loads. However, a positive observation, e.g., if a gene is bacteria-responsive in a similar manner in many different experiments, including the enrichment analysis here, it lends credence to that gene being responsive to bacterial infection in general (not only a certain type of bacteria, time of sampling, etc.). The TM/TS enrichment approach may therefore supplement and support findings from homology-based enrichment analysis (which rely on the assumption that a certain gene has same function in Atlantic salmon as in a relatively distant model species). The TM enriched protocol also has the advantage that it can recognize genes responding to certain general conditions (e.g., bacterial infection) even if their functions are unknown. The effect of such genes being miRNA targets cannot be easily interpreted as their functions are not known. However, although their functions are unknown, they (either the genes or the miRNAs targeting these genes) may still represent valuable biomarkers for a given condition. Relatively few proteins have been experimentally studied to reveal their biological functions in Atlantic salmon. The TM enrichment protocol is also valuable in such a context as it points out proteins with unknown functions that clearly are associated with, e.g., bacterial infection, and as a consequence, would be very interesting to study further by appropriate experimental methods to disclose their functions.

### 3.2. Most of the gDE-miRNAs Are Conserved Vertebrate Mirnas Reported as Involved in Immune Responses, Inflammation, Angiogenesis and Wound Healing 

Our study identified multiple differentially expressed miRNAs. In the LS materials these gDE-miRNAs were associated with high bacterial loads and lesions that penetrated the basement membrane and displayed significant miRNA responses only at the very severe stage of the infection in muscle/skin tissues (Table 3). The HK materials revealed a slightly different pattern with a group of gDE-miRNAs showing an early response to infection, even before any bacteria could be detected in HK. Some of these showed a similar pattern at the late time point. Another group of HK gDE-miRNAs, showing either up or down regulation, were exclusively changed at the late time point (34 days post challenge, Table 4). Despite many gDE-miRNAs being identified in HK and LS, only miRNAs from three families (miR-132, -144 and -2188) were identified in both materials. This likely reflects that different miRNAs play different roles in response to bacterial infections in the head-kidney, an important immune organ in teleost, and at the primary site of infection at LS where the tissue damages occurred.

Among the gDE-miRNAs with an early response in HK, five (miR-15bf-5p [50], ssa-miR-23c-3p [50,51], ssa-miR-132-3p [13,50], ssa-miR-152-3p [50] and ssa-miR-724-5p [52]) have been identified as important in immune responses to bacterial infection in vertebrates. Additionally, miR-132 has been implicated in regulation of inflammation and wound healing [53], as well as antigen-dependent T-cell activation [54] and hematopoietic stem cell maintenance [55]. Notably, miR-132 was also reported as differentially expressed in viral challenge studies in Atlantic salmon [25,26,56]. Ssa-miR-15bf-5p was differentially expressed both during early and late stages of infection. This miRNA has been identified as playing a regulatory role in both inflammation as well as angiogenesis [57,58].

miR-1, -133, and -206 are all classified as myomiRs [49], meaning they are typically enriched in muscle tissues. Despite this, all three were differentially expressed (upregulated) both during early and late stages of infection in head-kidney, but not in the lesion site materials. While miR-1 and miR-206 have identical seed sequences [49], the additional mature miRNA sequence differences led miR-206 to have significantly more targets. Ssa-miR-1 had only one unique target gene (beta-adducin, which is involved in hematopoiesis) while ssa-miR-206 had 61 additional target genes. The myomiRs have all been found to play a role in tissue regeneration and miR-206 regulates inflammation in macrophages [13,49,59,60,61]. Interestingly, *M. marinum*, a pathogenic mycobacterium, induces upregulation of miR-206 in Zebrafish leading to reduced neutrophil response from the host. If *M. viscosa* acts in a similar manner, the repression of miR-206 could have a therapeutic effect on disease development [62].

Six gDE-miRNA families were responding only at the late stage of infection in the HK materials (Table 4). All of these have been shown as involved in regulation of immune responses, angiogenesis, or wound healing. The three downregulated miRNAs were; miR-137 (angiogenesis and muscle regeneration [63,64]), miR-218 (regulation of cytokines, chemokines and interferon production, hypoxia-responding [65,66,67]) and mir-489 (apoptosis and wound healing [68,69,70]). Similarly, the three upregulated miRNAs have been reported as involved in regulation of disease relevant responses; miR-730 is an Actinopterygii-specific miRNA responding to bacterial infection in Zebrafish [52,71,72]), miR-144 regulates apoptosis/cell cycle control [73] while the teleost specific miR-2188 responds to viral infection and is likely involved in macrophage differentiation [25,74]. 

The gDE-miRNAs identified in the LS materials were all responding to severe infection causing tissue damage. Again, a large number of vertebrate studies have reported the majority of these miRNAs as responding to viral and bacterial infections [13,24,25,26,50]. Some of the miRNAs well-described as pathogen-responsive from the LS materials included miR-23 (apoptosis, angiogenesis, muscle growth and regeneration [13,50,75,76]), miR-223 (regulation of inflammation in response to infection or muscle regeneration [13,50,77,78]), miR-125 and miR-146 (both annotated as viral as well as bacterial infection-responsive [13,32,50]) and miR-7132 (teleost-specific infection-responsive [25]). Two others of these gDE-miRNAs; miR-144 and miR-451 are expressed from a conserved miRNA gene cluster [17]. Both were reported as responding to bacterial infection in several teleost species and involved in apoptosis and cell cycle control regulation [13,24,73,79]. Another conserved gene cluster encoding miR-212 and miR-132 was also differentially expressed in the LS materials. These two miRNAs (miR-212 and miR-132) are involved in regulation of hematopoiesis [55].

Previous studies of miRNA responses to bacterial infection in Atlantic salmon are limited in number. However, one study of the bacterial pathogen *Piscirickettsia salmonis* did (although rather different criteria were used to define differential miRNAs) report miRNAs from the families ssa-miRNA-21, ssa-miRNA-146 and ssa-miRNA-451 as disease responding [28]. It is however noteworthy in this context that *Piscirickettsia salmonis* causes a less intensely ulcerative disease, with some fish not showing external signs of infection at the time of death [80], while as shown above many of the miRNAs identified in this study likely play a role in wound healing or response to blood loss, making it less surprising that these were not observed as having differentially expression in response to a different bacterial pathogen. The miRNA families miR-21 and miR-146 were also differentially expressed in response to both infection with viral pathogens [26], to infestation with sea lice and when Atlantic salmon was stimulated with pathogen-associated molecular patterns [29,32], suggesting they play very general roles in immune-response regulation. Similarly, miR-29, miR-155, miR-223, miR-2188 and miR-7132 have all been reported as differentially expressed in response to viral infections in Atlantic salmon [25,26,81], and thus likely have regulatory roles that are not specific to only bacterial infections. 

In summary, the comparisons to findings in other, similar studies of conserved vertebrate miRNAs’ involvement in response to bacterial infection as well as similar studies in Atlantic salmon supports that the association between gDE-miRNAs and *M. viscosa* infection reported here likely reflects their roles as mediators of immune responses, apoptosis, and regulators of angiogenesis and wound healing. 

### 3.3. Microarray Analysis Reproduced Findings from Prior M. viscosa Challenge Studies and Pointed out Uncharactherized Teleost Genes Important in Disease Response

There was a strong trend towards immune-responsive genes, both in terms of enrichment of functional categories and transcripts annotated as bacterial infection-responsive among the large number of DE-mRNAs identified in our study (Table 6 and Table 7). Some of the differentially expressed genes revealed the largest changes among the bacteria-responsive immune-genes. For example, in LS, catechol O-methyltransferase domain-containing protein 1, Macrophage inflammatory protein 2-alpha, Matrix metalloproteinase-9, complement C1q-like protein 2 and MMP 13 (Supplementary Table S2) all showed 150-200-fold higher expression in the high-infection category, and they are all reported as bacteria-responding immune genes [36]. 

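The oligo of catechol O-methyltransferase domain-containing protein 1 (LOC106577197) had a normalized log2 intensity of 5.07 ± 0.94 (SD, n = 4) in CT<20 fish and −2.90 ± 1.01 (SD, n = 3) in controls, a log2 fold change of 7.97 (SE 0.62, adjusted p = 0.0010 from limma) or 251-fold. For macrophage inflammatory protein 2-alpha (mip2a) it was 6.81 ± 0.21 (SD, n = 4) in CT<20 fish and −1.48 ± 1.38 (SD, n = 3) in controls, a log2 fold change of 8.29 (SE 0.57, adjusted p = 9.20e-04 from limma) or 312-fold. The oligos of matrix metalloproteinase-9 (mmp9), complement C1q-like protein 2 (LOC106563105) and MMP 13 (mmp13) had log2 fold changes of 7.95, 7.92 and 7.95, or 247-, 243- and 248-fold, with SEs of 0.89, 1.01 and 1.09 and adjusted p values from limma of 0.00239, 0.00363 and 0.00475. The controls spread widely for these genes, with SDs of 2.20, 2.29 and 2.78 on the log2 scale against 0.45, 1.00 and 0.32 in CT<20 fish. For neutrophil markers, control 10 had a mean of 1.67 on the normalized log2 scale, against −0.45 and −0.45 in controls 4 and 8. Whether control 10 also carries the spread of these genes was not looked at. In all 5 genes every CT<20 fish lay above every control. With single fish left out, the log2 fold change stayed between 7.57 and 8.53 for LOC106577197, 7.78 and 9.07 for mip2a, 7.16 and 9.20 for mmp9, 6.75 and 9.03 for LOC106563105 and 7.09 and 9.56 for mmp13. Of the background corrections, scalings and sets of values tried, the normexp background correction moved 1 of these genes most, LOC106577197 to 6.30.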

In general, the findings here agreed very well with previous microarray studies on *M. viscosa* infection in salmon [35,36]. 

The STARS and GO/KEGG frameworks identified many genes as involved in immune response, wound healing, and other enriched disease response relevant gene pathways (Table 6 and Table 7, and Supplementary Table S2). However, annotation for many transcripts in non-model species like salmon is incomplete, especially for teleost specific genes where there are no well-annotated homologs in model species. The benefit of the TM/TS expression pattern-based annotation framework was that it suggested them as important responders to certain conditions despite their missing functional annotations. 

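The oligo of LOC106568262 had a normalized log2 intensity of −0.47 ± 0.43 (SD, n = 4) at T1, −0.0037 ± 0.46 (SD, n = 4) at T2, −1.06 ± 0.49 (SD, n = 4) at T3 and −1.74 ± 0.43 (SD, n = 4) in HK controls. Its log2 fold changes were 1.27, 1.74 and 0.68, each with an SE of 0.32, and the adjusted p values from limma were 0.604, 0.245 and 0.657. At T1 and T2 every infected fish lay above every control, and without T2 fish 3 the oligo was called at T2, with a log2 fold change of 1.82. The difference of T2 minus T1 was 0.47 (SE 0.32, adjusted p = 0.867 from limma), and that of T3 minus T2 −1.06 (adjusted p = 0.146). LOC106585901 was not analysed here.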

The uncharacterized transcripts LOC106568262 and LOC106585901, e.g., both show upregulated expression at Time Point 1 in HK which was increased at Time Point 2 (Supplementary Table S2). Results from the TM/TS annotation framework revealed these as upregulated genes important in response to bacterial infection (Supplementary Table S2). In all, there were 69 such uncharacterized genes (18 in HK, 45 in LS and 6 in both, Supplementary Table S2). These genes are of great interest, both because they likely have unknown immune or wound healing functions, and because they may reveal responses to bacterial infection that are unique to teleosts. 

A study of expression changes in *M. viscosa* lesion materials applying RNA sequencing was recently reported [37]. There are several differences between the current study and this RNA seq study (e.g., sampling time points, LS sites sampled, application of two completely different platforms (RNA seq and microarray)) which could lead to different results due to study design. The fact that the genes in the Atlantic salmon genome are often not well annotated and annotation of genes in the two studies was carried out by slightly different approaches also makes a detailed comparison difficult. However, if the same transcripts are detected in both studies this lends credence to them being important *M. viscosa*-responsive genes in LS tissues. On the other hand, if a transcript is not observed as differentially expressed in both studies they cannot be ruled out as false positives as there are so many differences in study design. Despite the mentioned differences in study design, we did carry out such a comparison, and the number of genes detected as differentially expressed in both studies was about one third of all genes detected in each of the studies. Limiting the enrichment analysis to only genes shared between both studies showed 59 pathways significantly enriched (Supplementary Table S8). These included many of the immune and lesion response pathways reported as enriched in the LS DE-mRNAs (e.g., cross-presentation of particulate exogenous antigens, detoxification of reactive oxygen species, platelet degranulation, neutrophil degranulation, interleukin-1 and -4 signaling, cytokine signaling in immune system, interferon gamma signaling, immune system, and hemostasis), adding further evidence that the shared genes play a role in *M. viscosa* infection response. 

In summary, the reproduced detection of *M. viscosa*-responding genes in this transcriptome study firmly establishes these genes, and those gene pathways where they were enriched, as important in response to winter-ulcer. The fact that the microarray analysis agreed very well with prior studies [35,36,37] also provide confidence that the investigation of miRNAs in same materials has the capacity to identify disease relevant miRNAs. 

### 3.4. Enrichment Analysis of tDE-mRNAs Supports That the gDE-miRNAs Are Key Regulators in Host Responses to M. viscosa Infection 

The in silico analysis applied to predict targets of the gDE-miRNAs (Supplementary Tables S3, S4 and S7) revealed many genes with known function associated with immune processes, inflammation, angiogenesis and wound healing. The finding that the majority of the conserved gDE-miRNAs were reported as involved in response to infectious diseases in different vertebrate species (including many viral pathogens in Atlantic salmon) (Section 3.2) further suggested that they, in a similar manner, were important in the host response to *M. viscosa*. The results from the enrichment analyses of tDE-mRNAs (Supplementary Tables S5 and S6) were also consistent with gDE-miRNAs being involved in regulation of gene pathways important in disease response and wound healing.

The TM/TS enrichment revealed that target genes were indeed overrepresented transcription modules and transcription signatures associated with response to bacterial infection. Comparing the enrichment analysis of all DE-mRNAs to the enrichment analysis of tDE-miRNAs showed that the target genes were not only enriched in the same TM and TS categories, but were in fact even more enriched in most of these categories (Table 5 vs. Table 9). The TM and TS categories matching tDE-mRNAs were those annotated as bacterial infection-responsive across multiple studies, as well as those belonging to TS categories relating to *M. viscosa* infection, infection by the ulcerative bacterial pathogen *Tenacibaculum*, wound healing, erythropoiesis and other immune and stress response signatures [36,39,40,45]. 

The Reactome Pathway overrepresentation analysis of tDE-mRNAs further supported that the gDE-miRNAs were regulating gene pathways involved in immune response, inflammation and other responses related to counteract the damage at the lesion sites (Figure 3 and Figure 4, and Supplementary Table S6). The differences in gene pathways enriched in the two materials likely reflected that miRNAs have different roles when responding to *M. viscosa* infection. The HK gDE-miRNAs primarily regulated processes related to immune signaling and hemostasis (Figure 3), while the LS gDE-miRNAs regulated processes involved in more direct immune responses and wound healing (Figure 4). While there was variation in the tDE-mRNAs predicted as targets of individual gDE-miRNAs (Supplementary Table S7), each gDE-miRNA targeted multiple tDE-mRNAs belonging to most of the target pathway categories. This supports earlier findings that each miRNA can have a multitude of targets, and each mRNA can be regulated by multiple miRNAs acting in concert [21,23].

In summary, this is the first study that aims to characterize miRNAs involved in -responses to *M. viscosa* infection. Multiple miRNAs were identified as differentially expressed in the two materials investigated. The majority of these miRNAs were recognized as involved in response to infection from similar studies in a number of vertebrate species. Furthermore, the in silico predictions of target genes and the following enrichment analysis of target genes suggested that these miRNAs were involved in regulation of a number of gene pathways important in host response to *M. viscosa* infection and in the healing process at the lesion sites. A large number of target mRNAs were predicted, some with unknown function, some targeted by teleost specific gDE-miRNAs, possibly representing novel and teleost-specific genes with important roles in host response to bacterial infection. The current characterization of gDE-miRNAs and their putative targets paves the way for future experimental validation studies. Such studies could expand our understanding of the mechanistic details and impact on host response to bacterial infection that are contributed by miRNA-guided post-transcriptional gene regulation in teleosts.

## 4. Materials and Methods

### 4.1. Moritella Challenge Trial and Tissue Sampling

The fish used in this study were from a challenge trial carried out at the controlled isolation facilities of VESO Vikan Research Station, Namsos, on Atlantic salmon (strain Stofnfiskur Optimal, from Benchmark Genetics Iceland HF (Hafnafjördur, Iceland) (Stofnfiskur HF prior to 2021)). The smoltified fish were acclimated to sea water for eight days prior to challenge. A total of 263 fish were included, 213 of which were challenged and 50 which were mock challenged controls. The fish were unvaccinated, and screened for antigens to other common viral and bacterial pathogens (e.g., *Aeromonas salmonicida*, *M. viscosa,* IPNV, and multiple varieties of *Vibrio*), prior to being used in the challenge trial. The average weight of the fish was 87.0 g at the initiation of the challenge trial. The fish were starved 1 day prior to challenge and on the day of challenge. Outside of this, the fish were fed to satiation before, during and after the challenge trial with the commercial fish feed Skretting Nutra Olympic 2.0 mm (Skretting, Stavanger, Norway). Feed was administered continuously (24 h per day).

Fish were bath challenged as described in Karlsen et al., 2017 [10]. Briefly summarized, infection was induced by the introduction of bacterial culture (*M. viscosa* strain VI-96/09/1016 VESO) to the challenge tanks to a final concentration 1 × 10^6^ cfu/mL. All tanks were closed for inlet and outlet of seawater flow, while oxygen saturation was maintained artificially. The challenge study was conducted over the course of 34 days, with temperatures ranging from 8–9.5 °C throughout the period. Mortality was recorded on a daily basis, and cause of death was confirmed by bacteriological sampling. Ten fish were collected from controls and challenge tanks at 9, 23, 34 days post-challenge (referred to as time points 1, 2, and 3, respectively). Additionally, 10 control fish were taken from the challenge tank prior to introduction of the bacterial culture. For each fish, samples were taken of the head-kidney (HK), as well as from the site of external ulcers, or from the abdomen if the fish did not exhibit visible lesions despite being infected (confirmed by *M. viscosa* qPCR, see Section 4.2). These samples contained both dermal and muscle tissue and are named lesion site (LS) samples for simplicity. Cutaneous lesions on each fish were described using the scoring system described in Karlsen et al. [10], with the following categories; 0: No visible lesions, 1: Superficial lesion that do not penetrate the basement membrane, or scale pocket oedema, 2: Lesion that penetrates the basement membrane, 3: The fish has died from the infection. Examples of categories 1 and 2 lesions are shown in Figure 5.

All fish handling procedures complied with the guidelines of the EU-legislation (2010/63/EU), as well as with Norwegian legislation. The bath challenge experiment and euthanization procedure were approved by the Norwegian Food Safety Authority under FOTS application nr. 11112. Dissection of fish and sampling of materials was in agreement with the provisions enforced by the Norwegian Animal Research Authority.

### 4.2. Total RNA Extraction and M. viscosa Analysis by qPCR

Total RNA was initially extracted from 140 samples (70 HK and 70 LS samples) using the *mir*Vana miRNA isolation kit (Ambion, Life Technologies, Carlsbad, CA, USA), in accordance with the manufacturer’s protocol. Extraction yield and RNA quality was measured on a NanoDrop1000 spectrophotometer (Nanodrop ND-1000, Thermo Fisher Scientific, Wilmington, DE, USA). RNA integrity (RIN value) was determined using an Agilent 2100 Bioanalyzer in combination with an Agilent 6000 Nano Chip (Agilent Technologies, Santa Clara, CA, USA). Following extraction, the total RNA was stored at −80 °C. Verification of infection was performed by PatoGen AS, Ålesund, Norway, according to their protocols. PatoGen is commonly used by Norwegian health authorities to measure M. viscosa load by qPCR. 

A number of samples did not meet our quality thresholds, and together with the Ct-scores from the qPCR measurements this formed the basis for the final selection of samples to include in miRNA and mRNA expression studies. A total of 46 samples were selected; 22 HK, and 24 LS, including controls, all with RIN values larger than 9.0 (Table 1 and Table 2). Going forward, the LS samples were grouped by CT score rather than time point, to maintain homogeneity within each of the groups being compared (see Results).

### 4.3. Library Preparation and Small-RNA Sequencing

Library preparation and sequencing of the samples was performed at the Norwegian High-Throughput Sequencing Centre (NSC; Oslo, Norway). The sequencing libraries were constructed using the NEBnext^®®^ multiplex small RNA Library Prep Set (New England Biolabs, Inc., Ipswich, MA, USA) according to the manufacturer’s protocol. The small RNA sequencing was carried out on an Illumina NextSeq 500 (Illumina, Inc., San Diego, CA, USA), which generated 75 bp single end reads. The sequencing data has been submitted to the NCBI Sequence Read Archive (SRA) under the Bioproject PRJNA830923.

### 4.4. DESeq2 Expression Analysis of miRNAs from Small-RNA Sequencing

Trimming of sequencing primers from the sequencing data was performed using the Cutadapt Python package (v.1.18 running on Python 2.7) [82], which also performed size filtering on the trimmed reads to only retain those between 18 and 25 nts in length. FASTQC (v.0.11.9) [83] was used before and after Cutadapt, in order to verify the effects of adapter trimming and size filtering, and to confirm that the final set of clean reads was of high quality (phred score 32 or more). The STAR aligner (v.2.5.2b) [84] was used to generate an index file from the currently known complete *Salmo salar* miRNAome [18], with default parameters apart from “--genomeSAindexNbases 6”, following the developer’s recommendation for indexing small datasets. The clean reads where then mapped unto the transcriptome index with STAR, applying default parameters apart from “--alignIntronMax 1”. The resulting BAM files were processed using the featureCounts function of the R package Rsubread (v.2.8.0) [85] with parameters countMultiMappingReads = TRUE and fraction = TRUE to generate a table of counts for each miRNA for each sample, fractioning multi-mapped reads evenly between each reported match for that read. 

The count tables were the input for differential expression analysis using the R-package DESeq2 (v.1.34.0) [86], which initially normalizes the samples in each group compared to allow for input datasets of varying sizes. For the head-kidney (HK) samples, the HK Control group was compared to samples from Time Point 1, Time Point 2, and Time Point 3 separately. The lesion site (LS) samples were divided in three groups differing in their infection severity based on results from the Moritella qPCR and lesion scores. The LS Control group was compared against CT > 30, CT 30–20, and CT < 20. miRNAs that passed a filter of baseMean >20, log2FoldChage either ≤ −1.0 or ≥ 1.0, and padj (Benjamini-Hochberg adjusted *p*-value) < 0.05, were categorized as Differentially Expressed miRNAs (DE-miRNAs). The mature DE-miRNAs were denoted as either guide DE-miRNAs (gDE-miRNAs) or passenger DE-miRNAs in the following manner: If one mature miRNA (5p and 3p) had 10 times or greater abundance (based on read count comparisons) than the other stemming from the same precursor, the one with much lower abundance was assumed to be the passenger miRNA [19,20], and therefore not included in the following in silico target predictions and enrichment analysis’. If there was less than 10 times difference in read counts between two DE-miRNAs processed from same precursor, they were both included in the downstream analysis (in silico target analysis and enrichment analysis). 

All DE-miRNAs as well as the subset defined as gDE-miRNAs were used for hierarchical clustering analysis with complete linkage and spearman correlation with an in-house R script employing the hclust function from the R package stats (v.4.1.3), along with the packages cluster (v.2.1.2), factoextra (v.1.0.7), and dendextend (v.1.15.2). Following clustering, heatmap.2 from the R package gplots (v.3.1.1) was used to generate heatmaps of the DE-miRNAs across compared groups, grouped by the hierarchical clustering analysis.

### 4.5. mRNA Microarray Analysis

The expression profiling to identify differentially expressed mRNAs (DE-mRNAs) in the HK and LS samples was performed at NOFIMA (Ås, Norway) with 44 k DNA oligonucleotide microarrays. The oligonucleotide microarray for Atlantic salmon was designed at Nofima. and based on 60-mer oligos for protein coding genes from the Atlantic salmon reference genome annotation (Salgeno-2, GEO accession #GPL28080) The bioinformatics pipeline STARS (Salmon and Trout Annotated Reference Sequences) [38] was used for annotation by functions (GO and custom vocabulary), pathways (KEGG) and expression changes under various conditions (TS and TM). Microarrays and reagents were manufactured by Agilent Technologies Inc., (Cedar Creek, TX, USA), and used in accordance with the manufacturer’s protocols. One-color hybridization was used, and each sample was analyzed with separate array. For HK, a subset of four samples were chosen to represent each group. For the LS samples, all three controls samples were compared against all four samples from the group LS CT < 20 (as this was the only group revealing DE-miRNAs). An overview of samples used for Microarray analysis are shown in Supplementary Table S2

Following hybridization and scanning, the microarray data was analyzed using the STARS pipeline [38], comparing each challenge group to the controls and identifying any mRNAs with log2 fold-changes ≤ −0.80 or ≥ 0.80 (1,75 fold change) and *p* < 0.05 (t-test) as Differentially Expressed mRNAs (DE-mRNAs). The STARS pipeline also automatically performed overrepresentation analysis of the transcripts in the KEGG, GO and STARs frameworks. The annotation of the Atlantic salmon genes detected by microarray oligos were based on their homology with model species, and same functions were assumed for the Atlantic salmon homologs. In addition to homology-based annotation, STARS also assigned transcription signature (TS) and transcription module (TM) annotations to each oligo and presented the most over-represented TS/TM categories. Genes were classified into a particular TS if they showed coregulation in a specific experiment in the Nofima Atlantic Salmon microarray database and were further subdivided into upregulated and downregulated TS. TM classifications were based on meta-analysis of the entire Nofima Atlantic Salmon microarray database, grouping together genes that show coregulation in response to one of four categories of experimental conditions: virus-responsive genes (VGS), bacteria-responsive genes (BACT), inflammation-responsive genes (INFL), and stress-responsive genes (STR) [36].

### 4.6. In Silico miRNA Target Prediction and Overrepresentation Analysis of Reactome Pathways in Predicted Target mRNAs

To facilitate use of the previously generated miRNA target prediction resource for Atlantic salmon, MicroSalmon (https://github.com/AndreassenLab/MicroSalmon/ (accessed 20 September 2022)) [23], the corresponding full-length mRNAs (Genbank Accession GIYK00000000) [22] of each DE-mRNA from the microarray analysis was identified in the following manner. The Oligo sequences of the DE-mRNAs were aligned to the FL transcriptome using the blastn tool in the BLAST+ package (v.2.9.0) [87], and FL sequences with at least one oligo sequence passing a filter of 90% sequence identity and 91% query coverage were classified as FL DE-mRNAs. The FL-DE-mRNAs and the DE-miRNAs from each of the two materials were used in conjunction with the MicroSalmon database to identify mRNA transcripts which were both differentially expressed and predicted to be targets of differentially expressed miRNAs, which were in turn were classified as FL-targets of a particular DE-miRNA (tDE-mRNA). The oligo IDs associated with each tDE-mRNA were processed in the STARS pipeline to identify overrepresented TM and TS categories in the subgroup of tDE-mRNAs.

The complete FL sequences, the predicted gene symbols and BLAST-derived natural language descriptions of the FL-targets from the transcriptome resource (Supplementary Tables S3 and S4) [22] were used as search input for the NCBI Gene database as well as the Universal Protein Resource UniProt (https://www.ncbi.nlm.nih.gov/gene (accessed 20 September 2022) and https://www.uniprot.org/ (accessed 20 September 2022), respectively), to identify gene symbols from human homologs. The non-redundant list of gene symbols of tDE-mRNAs were subsequently used as input in the PANTHER Overrepresentation Test (version 17.0 Released 12 February 2022) [88] (http://pantherdb.org/ (accessed 20 September 2022)) to identify gene pathways overrepresented in the tDE-mRNA dataset. The following parameters were used in the PANTHER Overrepresentation Test: *Homo Sapiens* REFLIST (containing 20,589 genes), and the Reactome version 65 Released 1 October 2021 annotation, and Fisher’s Extract and Calculate False Discovery Rate, retaining hits with an FDR < 0.05 and Fold Enrichment ≥2. The pathways were ordered hierarchically and the most specific pathway in each tree was retained. The exception to this was if the most specific pathway had the same number of representative genes as the next more general pathway above it in the hierarchy, in which case that one was retained instead. Finally, the specific pathways were grouped by manually assigned functional categories that were based on the pathways’ descriptions in the Reactome Pathway Browser (https://reactome.org (accessed 20 September 2022)) and the associated literature. The overrepresentation analysis results were plotted with ggplot using a publicly available R-script [89] to generate Figure 3 and Figure 4. 

## Figures and Tables

**Figure 1:**
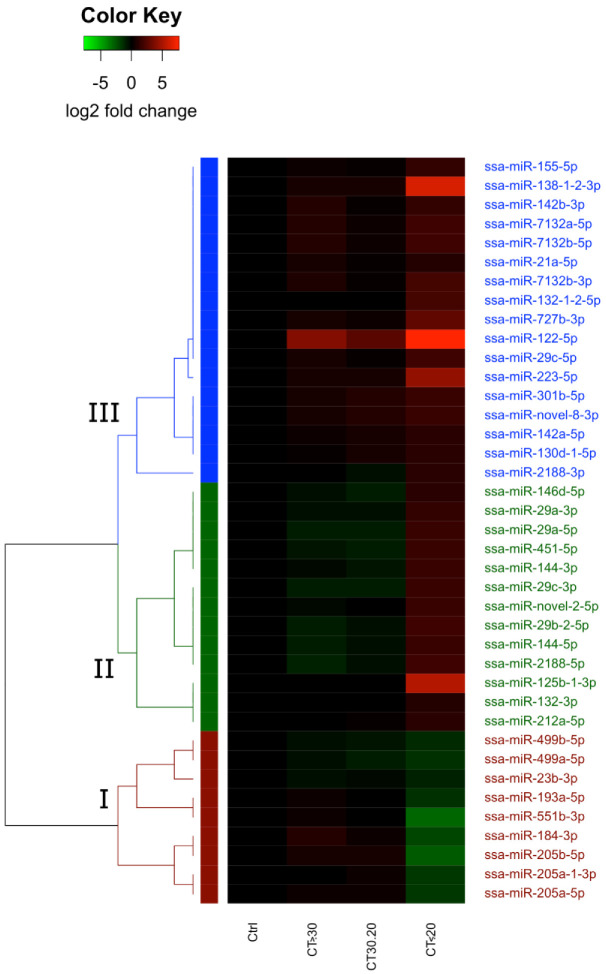
Heatmap showing results from clustering analysis of the gDE-miRNAs in the LS materials. Each line represents one gDE-miRNA, with the colour in each row representing the log2 fold change in abundance when compared to the control group. Major clusters of gDE-miRNAs are annotated as I (Cluster 1, red), II (Cluster 2, green), and III (Cluster 3, blue).

**Figure 2:**
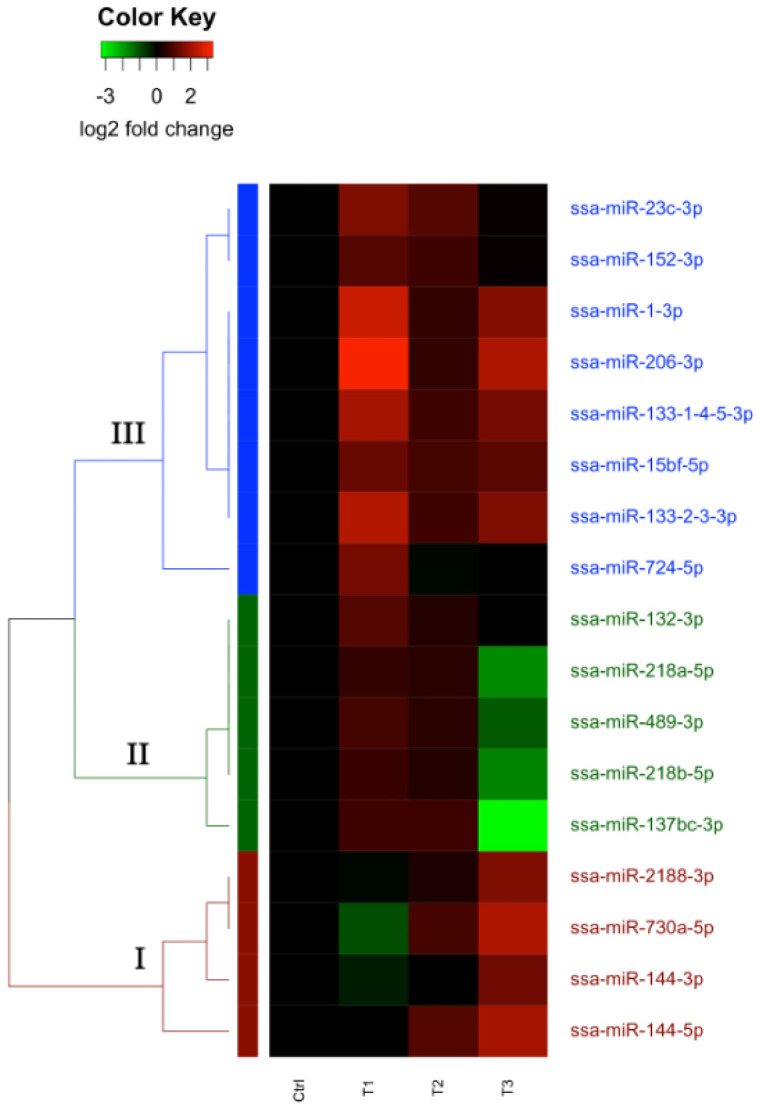
Heatmap showing results of clustering analysis for gDE-miRNAs based on changes in the HK samples grouped by sampling time point. Each line represents one miRNA, with the colour in each row representing the log2 fold change in abundance when compared to the control group. Major clusters of gDE-miRNAs are annotated as I (Cluster 1, red), II (Cluster 2, green), and III (Cluster 3, blue).

**Figure 3:**
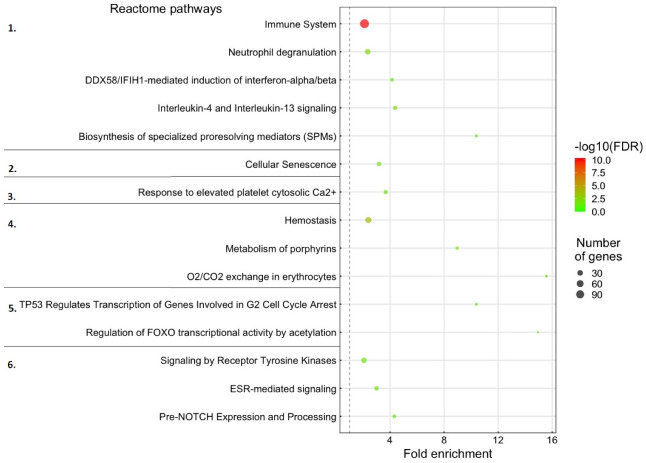
Enriched gene pathways associated with tDE-mRNA genes in head-kidney. The dot size indicates the number of tDE-mRNA genes associated with the process and the dot color indicates the significance of the enrichment (−log10 FDR-corrected *p*-values). The dot’s position on the Y-axis indicates fold-enrichment compared to the expected occurrence for a random set of genes of that size. The Reactome pathways were subdivided into the following categories indicated by the numbers on the far left: 1. Immune system. 2. Response to Stress. 3. Platelet Activation. 4. Hemostasis. 5. Cell Cycle Control. 6. Receptor Signaling.

**Figure 4:**
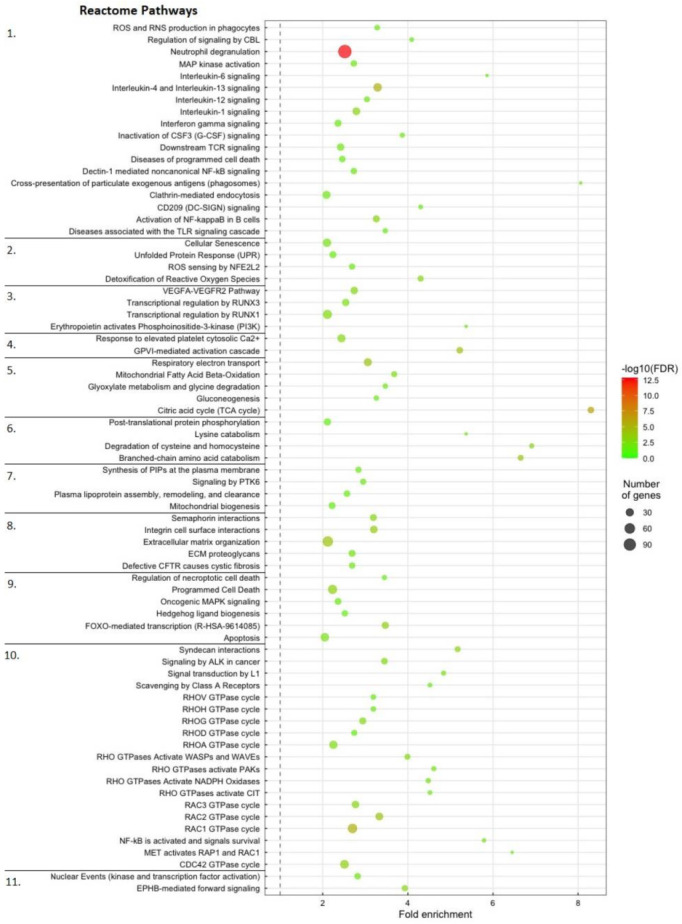
Enriched gene pathways associated with tDE-mRNA genes in lesion sites. The dot size indicates the number of tDE-mRNA genes associated with the process and the dot color indicates the significance of the enrichment (-log10 FDR-corrected *p*-values). The dot’s position on the Y-axis indicates fold-enrichment compared to the expected occurrence for a random set of genes of that size. The Reactome pathways were subdivided into the following categories indicated by the numbers on the far left: 1. Immune System. 2. Response to Stress. 3. Angiogenesis. 4. Platelet Activation. 5. Energy Metabolism. 6. Metabolism of Amino Acids. 7. Cell Maintenance. 8. Cell Communication. 9. Cell Cycle Control. 10. Receptor Signaling. 11. Neuronal Growth.

**Figure 5:**
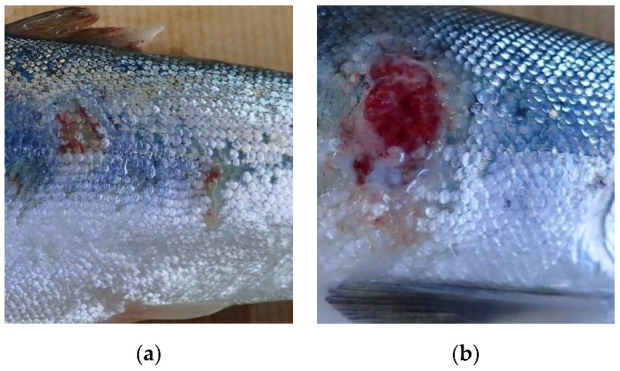
(**a**) Fish with multiple category 1 lesions. (**b**) Fish with one category 2 lesion.

**Table 1:** Summary of HK samples, time points, RNA-extraction, *Moritella* measurement by qPCR, winter-ulcer-related lesion scores, and SRA accession numbers.

Sample ID	Category	DPC ^1^	A260/280	A260/230	RIN	Conc. (ng/µL)	qPCR Ct-Score ^2^	Lesion Score ^3^	Filtered Reads ^4^	NCBI SRA Accession
HK 1	HK Control	0	2.2	1.8	9.8	345	-	0	3,247,555	SRR18957529
HK 2	HK Control	0	2.3	1.9	9.8	419	-	0	5,321,144	SRR18957528
HK 3	HK Control	0	2.3	2.2	9.8	693	-	0	5,726,473	SRR18957517
HK 4	HK Control	9	2.2	2.2	9.7	233	-	0	5,504,990	SRR18957506
HK 5	HK Control	9	2.2	1.9	9.7	336	-	0	4,337,811	SRR18957495
HK 6	HK Control	9	2.3	2	9.6	860	-	0	4,807,673	SRR18957534
HK 7	T1	9	2.3	2	9.8	578	-	0	1,407,738	SRR18957533
HK 8	T1	9	1.7	1.4	9.7	725	-	1	4,844,452	SRR18957532
HK 9	T1	9	2.2	2.2	9.8	736	-	0	6,009,737	SRR18957531
HK 10	T1	9	1.6	1.5	9.6	881	-	1	3,626,493	SRR18957530
HK 11	T1	9	1.6	1.4	10	879	-	2	4,241,911	SRR18957527
HK 12	T2	23	2.3	1.5	10	680	29.2	2	3,786,326	SRR18957526
HK 13	T2	23	2.2	1.9	9.7	197	30	0	6,209,930	SRR18957525
HK 14	T2	23	2.1	2.3	9.7	257	35	1	6,338,451	SRR18957524
HK 15	T2	23	2.2	2.1	9.8	442	33	0	3,639,951	SRR18957523
HK 16	T2	23	2.3	1.8	9.8	742	35.4	0	3,712,448	SRR18957522
HK 17	T2	23	2.3	2.2	9.7	295	25.9	2	5,431,489	SRR18957521
HK 18	T2	23	2.2	2.3	10	525	32.1	2	4,058,169	SRR18957520
HK 19	T3	34	2.2	2.2	9.8	442	35.7	1	5,192,234	SRR18957519
HK 20	T3	34	2.2	1.7	9.7	445	35.3	1	3,209,097	SRR18957518
HK 21	T3	34	2.3	2.4	9.5	236	35.3	0	2,864,496	SRR18957516
HK 22	T3	34	2.3	2.2	9.1	878	36.2	0	8,072,161	SRR18957515

^1^ Days Post Challenge. ^2^ Cycle threshold scores for qPCR quantifying *M. viscosa* load in the samples. - = Not detected. ^3^ Categorization of sores caused by winter-ulcer disease as in Karlsen et al. [10] (see Methods). ^4^ Small RNA sequencing read count following adapter trimming and size filtering.

**Table 2:** Summary of LS samples, time points, RNA-extraction, *Moritella* measurement by qPCR, winter-ulcer-related lesion scores, and SRA accession numbers.

Sample ID	Category	DPC ^1^	A260/280	A260/230	RIN	Conc. (ng/µL)	qPCR Ct-Score ^2^	Lesion Score ^3^	Filtered Reads ^4^	NCBI SRA Accession
LS 1	LS Control	9	2.2	2.6	9.9	278	-	0	6,465,548	SRR18957514
LS 2	LS Control	9	2.2	1.8	10	275	-	0	6,022,915	SRR18957513
LS 3	LS Control	9	2.1	2.3	9.9	159	-	0	5,768,213	SRR18957512
LS 4	CT > 30	9	2.1	1.9	9.8	221	36.5	0	4,583,846	SRR18957497
LS 5	CT > 30	34	2.1	2.3	10	212	32.8	1	5,365,667	SRR18957496
LS 6	CT > 30	34	2.3	2	10	293	33.2	0	5,405,670	SRR18957494
LS 7	CT > 30	34	2.2	2.1	10	429	34.2	0	5,642,598	SRR18957539
LS 8	CT > 30	34	2.2	1.8	10	539	34	0	5,922,961	SRR18957538
LS 9	CT > 30	34	2.2	1.9	10	461	35.1	0	7,338,112	SRR18957537
LS 10	CT > 30	34	2.3	2.1	9.9	676	35.4	0	4,761,842	SRR18957536
LS 11	CT > 30	34	2.3	2.2	9.9	713	35.4	0	5,734,253	SRR18957535
LS 12	CT 20–30	9	2.2	1.9	9.9	303	26.3	0	5,893,412	SRR18957507
LS 13	CT 20–30	9	2.2	1.9	9.8	240	26.4	0	6,266,748	SRR18957505
LS 14	CT 20–30	9	2.2	2.1	10	461	24.5	1	6,131,531	SRR18957504
LS 15	CT 20–30	9	2.2	1.7	9.8	426	26.6	0	7,447,754	SRR18957503
LS 16	CT 20–30	9	2.2	2	10	245	25.6	1	7,537,766	SRR18957502
LS 17	CT 20–30	23	2.2	1.9	10	335	25.7	0	7,605,497	SRR18957501
LS 18	CT 20–30	23	2.2	2.1	10	264	29.2	0	5,431,896	SRR18957500
LS 19	CT 20–30	23	2.2	2	9.9	453	29.4	0	7,213,970	SRR18957499
LS 20	CT 20–30	23	2.2	2.2	9.9	415	29.2	0	6,017,065	SRR18957498
LS 21	CT < 20	9	2.2	1.8	9.6	311	17	2	6,539,457	SRR18957511
LS 22	CT < 20	23	2.2	2.2	9.9	403	17	2	6,750,776	SRR18957510
LS 23	CT < 20	23	2.2	2	9.3	131	15.5	2	5,780,356	SRR18957509
LS 24	CT < 20	23	2.2	2.2	9.5	395	16	2	5,118,308	SRR18957508

^1^ Days Post Challenge ^2^ Cycle threshold scores for qPCR detecting the presence of *M. viscosa* load in the samples. - = Not detected ^3^ Categorization of sores caused by winter-ulcer disease as in Karlsen et al. [10] (see Methods) ^4^ Small RNA sequencing read count following adapter trimming and size filtering.

**Table 3:** Overview of gDE-miRNAs in the CT < 20 group in LS.

Downregulated (Cluster 1)	Upregulated (Cluster 2)	Upregulated (Cluster 3)
ssa-miR-23b-3p ssa-miR-184-3p ssa-miR-193a-5p ssa-miR-205a-5p ssa-miR-205a-1-3p ssa-miR-205b-5p ssa-miR-499a-5p ssa-miR-499b-5p ssa-miR-551b-3p	ssa-miR-29a-5p ssa-miR-29a-3p ssa-miR-29b-2-5p ssa-miR-29c-5p ssa-miR-125b-1-3p ssa-miR-132-3p ssa-miR-144-5p ssa-miR-144-3p ssa-miR-146d-5p ssa-miR-212a-5p ssa-miR-451-5p ssa-miR-2188-5p ssa-miR-novel-2-5p	ssa-miR-21a-5p ssa-miR-29c-3p ssa-miR-122-5p ssa-miR-130d-1-5p ssa-miR-132-1-2-5p ssa-miR-138-1-2-3p ssa-miR-142a-5p ssa-miR-142b-3p ssa-miR-155-5p ssa-miR-223-5p ssa-miR-301b-5p ssa-miR-727b-3p ssa-miR-2188-3p ssa-miR-7132a-5p ssa-miR-7132b-5p ssa-miR-7132b-3p ssa-miR-novel-8-3p

**Table 4:** Overview of HK gDE-miRNAs and the time points where they showed significant expression changes.

Change	T1	T2	T3
Upregulated	ssa-miR-132-3p ssa-miR-152-3p ssa-miR-724-5p ssa-miR-23c-3p ssa-miR-1-3p ssa-miR-15bf-5p ssa-miR-133-1-4-5-3p ssa-miR-133-2-3-3p ssa-miR-206-3p	ssa-miR-23c-3p	ssa-miR-1-3p ssa-miR-15bf-5p ssa-miR-133-1-4-5-3p ssa-miR-133-2-3-3p ssa-miR-206-3p ssa-miR-144-5p ssa-miR-144-3p ssa-miR-730a-5p ssa-miR-2188-3p
Downregulated			ssa-miR-137bc-3p ssa-miR-218a-5p ssa-miR-218b-5p ssa-miR-489-3p

**Table 5:** Highly enriched TM and TS classifications among differentially expressed genes identified by microarray in Lesion Site and Head-Kidney materials.

Transcription Module/Signature ^1^	DE-Genes ^2^	TS/TM ^3^	Enriched	Reference ^4^
**Lesion Site Materials**				
TM Bacteria upregulated	399	524	7.65	[36]
TM Inflammation upregulated	112	170	6.62	[36]
*Tenacibaculum* dermis (up)	487	711	6.88	[36]
*Tenacibaculum* epidermis (up)	672	1260	5.36	[36]
*Piscirickettsia salmonis* head kindey (up)	947	2858	3.33	[36]
*Moritella viscosa* skin ulcer (up)	1410	4581	3.09	[36]
Wound healing skin (up)	651	1367	4.79	[39,40]
*Salmon alphavirus* heart (up)	342	919	3.74	[41]
Astaxinthin free diet muscle (up)	167	269	6.24	[42]
Plasmid injection muscle (up)	437	1284	3.42	[43]
**Head-Kidney materials**				
TM Bacteria upregulated	122	524	7.63	[36]
Vaccination days 14-35, head kidney (up)	109	169	21.12	[44]
*Moritella viscosa* spleen (up)	64	217	9.66	[36]
Critical swim test spleen (down)	70	241	9.51	[36]
*Tenacibaculum* epidermis (up)	90	372	7.92	[36]
Poly(I:C) head kidney(up)	39	141	9.06	[36]
Seawater adaptation gill (up)	77	358	7.04	Unpublished
*Tenacibaculum* dermis (up)	130	711	5.99	[36]
Respiration swim test heart (up)	71	343	6.78	[36]
Erythropoiesis spleen (up)	83	437	6.22	[45]

^1^ Names of enriched TM/TS categories. All TM categories have the prefix TM, all other categories are a transcription signature from a specific study given in the reference column, consisting of genes that were either upregulated or downregulated, as indicated in parathesis. ^2^ Number of differentially expressed genes identified on the microarray in this study assigned to the particular TM or TS. ^3^ Number of genes on the whole microarray assigned to the particular TM or TS. ^4^ References for the studies each individual TM or TS category is based on.

**Table 6:** Enriched STARS functional groups in LS.

Functional Category	Count ^1^	High Infection Fold ^2^
**Immune & defense responses**		
Immune receptors	18	**3.3**
Cytokine receptor	21	**4.5**
Antigen presentation	17	**2.1**
Acute phase	27	**2.5**
Complement	13	**4.4**
Lectin	27	**3.3**
TNF-related	48	**3.6**
Immune effectors	36	**3.0**
B cell	21	**3.1**
Lymphocyte	50	**4.4**
Immune proteases	10	**6.6**
T cells	18	**4.5**
Plasma proteins	20	**2.9**
Cellular stress	35	**2.4**
Protein folding & modification	43	**2.2**
Xenobiotic metabolism	35	**−1.8**
**Structures & processes**		
Lysosome	22	**1.6**
Proteasome	31	**2.3**
Keratin cytoskeleton	11	**−14.9**
Myofiber	51	**−1.8**
Peroxisome	7	**−3.8**
Mitochondria	324	**−2.2**
Retinoid metabolism	19	**−1.6**
Lipid metabolism	143	**−1.5**
Zinc metabolism	7	**2.4**
Differetiation homeobox	43	**−1.9**
ECM collagen	28	**−2.6**

^1^ Number of DE-mRNAs from the microarray annotated as belonging to the indicated functional category. ^2^ Mean log-2 fold change in expression compared to the controls of all the DE-mRNAs in the indicated category in the high infection group.

**Table 7:** Enriched STARS functional groups in HK. Significant differential expression is highlighted in bold.

Functional Category	Count ^1^	T1 Fold ^2^	T2 Fold ^2^	T3 Fold ^2^
**Immune & defense responses**				
Chemokines	14	−1.10	1.86	**−1.63**
Eicosanoid metabolism	8	**−1.42**	**−1.57**	1.07
Acute phase	9	−1.15	1.03	**−1.73**
Complement	6	−1.13	−1.08	**−1.63**
Ig receptors	6	**−1.47**	**−1.72**	−1.32
Lectins	12	−1.16	−1.14	**−1.53**
Lymphocyte	15	**−1.52**	**−1.53**	−1.12
T cell	14	**−1.40**	**−1.85**	−1.17
Ig	10	**−1.39**	**−1.58**	**−1.73**
Protein folding & modification	9	1.12	**1.43**	**1.43**
Redox homeostasis	10	**−1.35**	**−1.48**	**1.83**
Glutathione metabolism	5	−1.08	1.01	**2.04**
Xenobiotic metabolism	7	1.00	1.14	**1.41**
**Structures & processes**				
Cell cycle	31	1.20	1.21	**1.86**
Chromosome	20	1.12	1.05	**1.91**
Keratin cytoskeleton	6	**1.43**	**1.49**	**1.91**
Myofiber	36	**3.13**	**−1.55**	**1.83**
Mitochondria	33	**1.40**	**1.29**	**1.45**
Iron & heme metabolism	20	1.06	1.31	**2.03**
Globins	18	**−1.37**	**−1.39**	**3.53**

^1^ Number of DE-mRNAs belonging to the indicated functional category. ^2^ Mean log-2 fold change in expression compared to the controls of all the DE-mRNAs in the indicated category in each of the time point groups.

**Table 8:** Summary of data from identifying FL-mRNAs by use of microarray results (oligo sequences) and the following in silico target gene prediction.

Materials	Mapped Oligos ^1^	FL DE-mRNAs ^2^	tDE-mRNAs ^3^	Loci ^4^	Genes ^5^
HK	945	4223	2424	711	551
LS	3037	12.549	8965	2611	1917

^1^ Number of oligos identifying at least one FL-mRNA. ^2^ Total number of FL-mRNA isoforms identified by the oligo sequences ^3^ Number of predicted target genes among the FL-mRNA isoforms ^4^ Number of different loci transcribing the FL-mRNA isoforms ^5^ Number of different genes identified in the gene annotation process (several loci encoded paralogs).

**Table 9:** DEG counts and enrichment scores for TM and TS classifications that were highly enriched prior to target prediction in Lesion Site and Head-Kidney materials.

Transcription Module/Signature ^1^	tDE-Genes ^2^	TS/TM ^3^	Enriched	Reference ^4^
**Lesion Site materials**				
TM Bacteria upregulated	204	524	7.60	[36]
TM Inflammation upregulated	63	170	7.23	[36]
*Tenacibaculum* dermis (up)	261	711	7.12	[36]
*Tenacibaculum* epidermis (up)	387	1260	5.99	[36]
*Piscirickettsia salmonis* head kindey (up)	566	2858	3.86	[36]
*Moritella viscosa* skin ulcer (up)	796	4581	3.39	[36]
Wound healing skin (up)	367	1367	5.24	[39,40]
*Salmon alphavirus* heart (up)	187	919	3.97	[41]
Astaxinthin free diet muscle (up)	89	269	6.46	[42]
Plasmid injection muscle (up)	261	1284	3.97	[43]
**Head-Kidney materials**				
TM Bacteria upregulated	56	524	7.77	[36]
Vaccination days 14–35, head kidney (up)	53	169	22.80	[44]
*Moritella viscosa* spleen (up)	30	217	10.05	[36]
Critical swim test spleen (down)	33	241	9.95	[36]
*Tenacibaculum* epidermis (up)	49	372	9.58	[36]
Poly(I:C) head kidney(up)	26	141	13.40	[36]
Seawater adaptation gill (up)	38	358	7.72	Unpublished
*Tenacibaculum* dermis (up)	66	711	6.75	[36]
Respiration swim test heart (up)	36	343	7.63	[36]
Erythropoiesis spleen (up)	43	437	7.15	[45]

^1^ Names of enriched TM/TS categories. All TM categories have the prefix TM, all other categories are a transcription signature from a specific study given in the reference column, consisting of genes that were either upregulated or downregulated, as indicated in parathesis. ^2^ Number of differentially expressed target genes assigned to the particular TM or TS. ^3^ Number of genes on the whole microarray assigned to the particular TM or TS. ^4^ References for the studies each individual TM or TS category is based on.

**Table 10:** Distribution of the 17 HK gDE-miRNAs targeting at least one gene in the enriched functional categories and selected reactome pathways. Pathways indicated in italics below the category.

Functional Categories/Reactome Pathways	gDE-miRNAs
Immune system	17
*Interleukin signaling*	15
*Interferon signaling*	11
*SPM signaling*	10
Response to Stress	14
Platelet Activation	16
Hemostasis	17
*CO*_2_ */O*_2_ *exchange in erythrocytes*	8
Cell Cycle Control	14
*FOXO signaling*	8
Receptor Signaling	17

**Table 11:** Distribution of the 39 LS gDE-miRNAs targeting at least one gene in the enriched functional categories and selected reactome pathways. Pathways indicated in italics below the category.

Functional Categories/Reactome Pathways	gDE-miRNAs
Immune System	38
*Interleukin signaling*	38
*Interferon signaling*	35
*Cross-presentation of exogenous antigens*	17
Response to Stress	39
*Detoxification of reactive oxygen species*	27
Angiogenesis	39
Platelet Activation	36
Energy Metabolism	34
*Citric Acid Cycle*	28
Metabolism of Amino Acids	36
Cell Maintenance	39
*Mitochondrial biogenesis*	31
Cell Communication	39
Cell Cycle Control	39
*Programmed Cell Death*	37
Receptor Signaling	39
*GTPase activity*	39
Neuronal Growth	33

## Data Availability

All sequenced samples have been submitted to the NCBI Sequence Read Archieve Centre (SRA) (https://www.ncbi.nlm.nih.gov/sra (accessed 20 September 2022)) under Bioproject PRJNA830923. The microarray data has been deposited in NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/ (accessed 20 September 2022)) and are accessible through GEO Series accession number GSE211004.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231911200/s1.

How the deposited data were processed for this re-analysis (not part of the article)

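Gene expression was measured with 23 single-colour salmon oligonucleotide arrays, each of 1 fish. Some head kidney and lesion site arrays may come from the same fish, since their labels share fish numbers. In head kidney (HK) there were 4 uninfected controls and 4 infected fish each at T1, T2 and T3. In the lesion site (LS) there were 3 controls and 4 fish of the CT<20 group. Samples were assigned to groups from their labels and the paper's tables, and the fish numbers of the labels were kept as replicate numbers.

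The authors deposited the scanner's output of each array, in which the intensities of the spots are background-subtracted and corrected within the array by the scanner's software (Agilent Feature Extraction) and not normalized between arrays. Each array holds spots of 42386 different oligos besides control spots. The authors also deposited a table of processed intensities of the same arrays, whose steps are not stated. Compared with the scanner's values of the same array, its columns are on a linear scale of whole numbers, run in the same direction (correlation on the log2 scale of at least 0.995 for every array) and sum to nearly the same total. The medians of its columns were 43 to 98 in HK controls, 54 to 86 at T1, 55 to 108 at T2, 70 to 123 at T3, 45 to 50 in LS controls and 57 to 80 in CT<20 fish. Genes are not centred in it, and how the common total was reached and why many dim spots are blank stays unknown. It was used only as an alternative.

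In the main setting, the background-subtracted intensity was put on the log2 scale and each array's 75th percentile was subtracted. Control spots were left out, spots that the scanner marked as outliers were set to missing, no spot was saturated, and spots of 1 oligo were averaged. An oligo was tested if it was well above background on at least 4 HK or 3 LS arrays, the size of the smallest group, and had at least 2 values in each group compared. This left 36701 oligos in HK and 35757 in LS. limma 3.58.1 in R 4.3.3 was fitted with lmFit and eBayes to the 16 HK arrays and, separately, to the 7 LS arrays, without covariates, and p values were adjusted by the Benjamini-Hochberg method. Oligos with an adjusted p under 0.05 and a log2 fold change of at least 0.80 in size were called. HK time points were also compared with each other, and LS with HK in 1 fit of all 23 arrays. Means, exact tests and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

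The files name oligos by RefSeq accession. Of the 42386 oligos, 25420 matched a gene of the RefSeq annotation of assembly Ssal_v3.1 and 8055 of those a gene with a symbol of its own. The assembly was used for names only, and names of LOC genes that the paper describes follow the paper. Gene lists had been laid down as patterns on gene descriptions. As neither the files nor the annotation used here hold descriptions, 20 gene lists and 5 lists of cell type markers of symbols took their place, written after the names on the array had been seen and before any fold change was computed. A list was tested with limma's fry if it held at least 4 tested oligos, with camera (preset correlation 0.01) and an exact permutation test of the mean per array beside it, and p values were adjusted over the lists of a comparison.

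The study's own categories were read from Table S5 for HK, which lists called oligos that are predicted miRNA targets, and from the first 1998 of the 5205 rows of the LS sheet of Table S2. For 106 of the 1943 rows of its HK sheet and these LS rows, the printed fold changes were compared with those computed here. Over 1886 LS oligos the 2 sets had a correlation across oligos of 0.987 and the same sign in all 1886, and 1223 were called by limma, and over 106 HK oligos the correlations were 0.971 at T1, 0.976 at T2 and 0.975 at T3. Oligos are not independent replicates. For 1944 LS rows with all 7 values, the printed p came within 1% of an equal-variance test of the printed values in 100% of rows, and of an unequal-variance test in 1.80%. As these oligos were chosen by the study on the same arrays, tests on them are no independent evidence, and no test was made on the incomplete LS rows.

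Single genes are named in the text by a rule with 3 parts, namely genes that the study names for its array results, the 3 largest rises and 3 largest falls of each comparison among called oligos whose groups do not overlap and that are well above background on every array of the brighter group, and the 2 brightest oligos of a list. The last part was applied to the lists past the threshold of fry only. The values of the genes that the study names had been seen in the paper's tables.

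The alternatives were the normexp background correction (offset 50), quantile normalization, each array's median in place of its 75th percentile, the authors' processed values, no filter and a stricter filter on dim oligos, outlier spots kept, the methods' t-test with and without adjustment, limma at an unadjusted p or without the fold limit, other sets of arrays in the fit, the replicate number or the slide as a block, and each array left out in turn. Normexp was run on the median signal of each spot with its local background, as the scanner files have no mean signal. In place of fry, camera and the exact permutation test were also used. For predicted miRNA targets, sets of at least 20 oligos were compared with the other oligos of the table of targets or with oligos that no changed miRNA targets.

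The fits were tested on simulated arrays with 200 oligos changed by 2 on the log2 scale, made from the spread of the real arrays. At the thresholds used, limma called 53% of the changed oligos for T1, 51% for T2 and 47.5% for T3, each of 36180 oligos, with 6, 9 and 4 false calls, and 27% for LS, of 35601 oligos, with 1 false call. The methods' t-test after adjustment called 23.5, 24, 21.5 and 8% of them. The exact test of a list mean was tried on independent random values and not on the spread of the real arrays. It recovered 1.87 of a simulated difference of 2. Of 1000 draws of random values without a difference, 3.7% reached a p of 0.05 or less. As this test holds its rate by construction, that share says nothing on lists of related oligos. No counting depth exists for arrays, and the number of arrays limits the precision.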

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

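The tests of the array of fish 3 of T3 (for globins and for added signal) and of a lower share of muscle in LS were chosen only after the result had been seen, as was the slide as a block in a fit of all 23 arrays. The lists made from symbols were written after the names on the array had been seen and before any fold change was computed.

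In each of the 5 groups of 4 fish the means of the 25 lists and the percent of spots well above background were searched for a fish far from the other 3. Of these 130 searches 8, each on a list, held such a fish, where chance gives about 6.5, so the number of such fish is no more than chance explains. In LS, CT<20 fish 10 had a mean for antigen presentation of −0.683 on the normalized log2 scale against −0.12 to −0.025 in the other 3 and −0.67 to −0.026 in the LS controls, and it is the only CT<20 fish sampled at 9 days. CT<20 fish 1 had a mean of 4.99 for myofiber against 2.20 to 2.50 and of 4.68 for skeletal muscle markers against 2.91 to 3.02. These lie within or near the ranges of the LS controls, 4.93 to 5.42 for myofiber and 4.56 to 5.24 for skeletal muscle markers, and the lists share 15 oligos, so they count as 1 observation. In HK, T1 fish 7 had means of −1.61 for collagen against −2.97 to −2.91 and of −0.143 for eicosanoid against 0.21 to 0.24. Control 5 and T3 fish 5 had means for respiratory chain of 4.19 against 3.86 to 3.91 and of 4.16 against 3.98 to 4.00. T3 fish 3 had a mean for myofiber of −0.700 against −2.71 to −2.42. The LS controls were too few for this search. Control 10 lay toward the CT<20 fish for neutrophil markers (1.67, against −0.45 and −0.45 in controls 4 and 8) and collagen (0.45 against 1.20 and 1.26). It lay away from most of them for keratin (2.10 against 1.76 and 1.78) and away from them for interferon response (1.33 against 0.78 and 0.26).

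For T3 fish 3 a technical explanation was tested. Of the spots on its array 99.7% lay well above background. Oligos that no other HK array had well above background were higher on it than on the other arrays by a median of 5.58 on the log2 scale, and oligos that all had well above background by 0.29, a difference of 5.29, which is consistent with signal added to the spots of that array. Negative control spots rose too, but by less than the dim oligos. Myofiber oligos are dim in HK (control means −3.20 to −2.88), so the high mean of this fish may come from the array. For the other fish no technical test was made. How much muscle a sampled piece held is an open explanation for CT<20 fish 1, with the lesion of the individual fish as the biological one, and no value used here separates them.

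Between time points in HK, the globin and heme synthesis list lay higher at T3 than at T1 by 1.51 (fry adjusted p = 0.0357 from limma) and than at T2 by 1.45 (fry adjusted p = 0.0379 from limma), and the erythrocyte markers, which share 7 oligos with it, by 1.39 and 1.38 (fry adjusted p = 0.0357 and 0.0379 from limma). For both lists all 4 T3 fish lay above every T1 fish and 3 of 4 above every T2 fish. Without the array of T3 fish 3, the globin mean at T3 against controls was 1.36, so that array is not the cause. The T3 call was lost without 13 of the 16 HK arrays, that one included, at means of 1.20 to 1.40. All 4 T3 fish lay above every control, so the T3 array was bound to be the higher one on each of the 4 slides that hold both. Each of these slides held 1 T3 and 1 control array, so an added difference between slides cancels in the mean shift. With the slide as a block the fry adjusted p of T3 against control rose to 0.0993. Its range was 0.0288 to 0.39 over the settings that keep all arrays and have no block on the replicate number. The amount of blood in the sampled head kidney stays open beside a change in blood-forming cells, since both bring the same transcripts and the list holds no gene that tells them apart. Which of them applies cannot be said from these arrays. The differences between time points were not recomputed under other scalings.

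Heat shock proteins and chaperones lay lower at T3 than at T2 by −0.68 (fry adjusted p = 0.0379 from limma), with all 4 T3 fish below every T2 fish, and peroxisome oligos lay higher by 0.30 (fry adjusted p = 0.0379 from limma), with 3 of 4 T3 fish above every T2 fish. Peroxisome oligos at T3 against control changed sign with the scaling, from 0.094 to −0.26 with each array's median, so the scaling may carry part of that difference. Without T2 fish 3 the T2 mean of heat shock proteins and chaperones rose from 0.52 to 0.72, which widens the difference from T3. Time after infection is the biological explanation that the design gives, and it was not separated from differences between the fish sampled on each day.

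Between tissues, the change from control in LS minus the change from control in HK was tested in limma with fry. The arrays were taken as independent there, although some arrays of the tissues may come from the same fish. Against T1 it was 1.03 for proteasome (adjusted p = 0.033), 1.1 for lysosome (adjusted p = 5.89e-04), −3.34 for myofiber (adjusted p = 0.0176), −1.32 for respiratory chain (adjusted p = 0.0122), 1.15 for eicosanoid (adjusted p = 0.0176), −3.16 for skeletal muscle markers (adjusted p = 0.0176) and 3.83 for neutrophil markers (adjusted p = 7.95e-06) in limma's fry. Against T2 it was 0.94 for lysosome (adjusted p = 0.00398), −1.48 for respiratory chain (adjusted p = 0.00398), 1.29 for eicosanoid (adjusted p = 0.0257) and 3.95 for neutrophil markers (adjusted p = 8.63e-06) in limma's fry. Against T3 it was 1.24 for proteasome (adjusted p = 0.00857), 0.98 for lysosome (adjusted p = 0.00188), 0.99 for heat shock proteins and chaperones (adjusted p = 0.00857), −3.22 for myofiber (adjusted p = 0.0124), −1.30 for respiratory chain (adjusted p = 0.00886), −0.58 for peroxisome (adjusted p = 0.00245), −1.89 for collagen (adjusted p = 0.0149), 1.1 for eicosanoid (adjusted p = 0.00936) and 3.77 for neutrophil markers (adjusted p = 1.14e-05) in limma's fry. In LS itself, neutrophil markers (7 oligos) rose by 4.08, with 4 of 4 fish above every control (fry adjusted p = 0.021 from limma, a call lost without control 4, control 8, CT<20 fish 4 or CT<20 fish 9, at 3.72 to 4.17), and skeletal muscle markers (15 oligos) were at −1.56, with 3 of 4 below every control (fry adjusted p = 0.251 from limma).

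A lower share of muscle in the sampled lesions would raise the transcripts of the other cells alike. The shift of neutrophil markers minus that of collagen was 5.24, with SDs of 0.50 between CT<20 fish and 1.68 between controls (exact permutation test, p = 0.0286), so less muscle alone is not the whole cause of these LS shifts, while it may carry part of the lower myofiber and respiratory chain levels. On the slide with both groups, the CT<20 array differed from the control by 5.15 for neutrophil markers, −1.14 for collagen, −2.07 for respiratory chain, 1.13 for lysosome and 1.48 for proteasome. The LS shifts with the slide as a block in a fit of all 23 arrays were 4.29, −1.12, −1.29, 0.91 and 1.23 in the same order. The infection at the lesion, the inflow of blood cells and the loss of tissue are biological explanations that stay open, and CT<20 fish were mostly sampled later than the LS controls, so time stays open too.

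Some lists moved in a tissue for which the paper's text does not discuss them. In LS the eicosanoid list (9 oligos) rose by 1.78, with 7 oligos higher and 4 of 4 fish above every control (exact permutation test, p = 0.0286, adjusted 0.102). Its fry adjusted p was 0.0114 in limma, in a range of 1.67e-04 to 0.0367 over the settings that keep all arrays and have no block on the replicate number, and it lost the call without control 4, control 8 or CT<20 fish 9 (means of 1.77, 1.79 and 1.77). The erythrocyte markers (6 oligos) rose in LS by 1.36, with 4 of 4 fish above every control (fry adjusted p = 0.0401 from limma, in a range of 0.0305 to 0.184 over the same settings). They lost the call without any array but CT<20 fish 1, at means of 1.06 to 1.54. On the slide with both groups the CT<20 array was higher by 1.84 for eicosanoid and 1.53 for erythrocyte markers, and with the slide as a block in a fit of all 23 arrays the means were 1.73 and 1.12. Blood in open lesions may bring erythrocyte transcripts and white blood cells eicosanoid ones, and neither was tested.

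In HK at T3 the B cell markers (4 oligos) were at −0.634, below every control in all 4 fish. The T3 array was therefore bound to be the lower one on each of the 4 slides that hold both. Each of these slides held 1 T3 and 1 control array, so an added difference between slides cancels in the mean shift. Of the single arrays left out, that of T3 fish 5 alone lost the call, at a mean of −0.57. It was also lost with only the 2 groups in the fit (fry adjusted p = 0.080 from limma) and in the exact permutation test (adjusted p = 0.179). Of technical explanations, the array of T3 fish 3 was weighed too, and without it the mean was −0.76. A smaller share of B cells and lower transcription in them stay open, and neither was tested.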

How the results depend on the processing

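The alternatives and the main settings were chosen before the data were examined, except for a few chosen only after the data had been seen. These are the gene lists made from symbols, the slide as a block in a fit of all 23 arrays, the exact permutation test of a list mean in place of fry, and the methods' t-test on the authors' processed values under 2 rules for blank values. For the changes of a sign, a count or a call given here the cause was not tested, although another threshold, another test or fewer arrays change calls by their own construction. For lists, the settings counted that keep all arrays are normexp, quantile normalization, scaling on the median, the authors' processed values and no filter on dim oligos. The blocks, camera and the exact permutation test are counted too, but not fits with only the 2 groups of a comparison. Over these settings, 701 list results kept their sign and their side of the threshold, 53 were no longer past it, 33 passed it only there and 83 changed sign. With single arrays left out these numbers were 1227, 73, 10 and 65. Values of named oligos kept sign and side in 420 cases under settings that keep all arrays and in 273 with single arrays left out, and values of the study's categories in 266 and 566. Named oligos past the threshold only under another setting that keeps all arrays made up 18 cases, those no longer past it 7 and those that changed sign 14, and with single arrays left out these numbers were 4, 16 and 10. For the study's categories they were 3, 24 and 19 under settings that keep all arrays, and a further 20 values with no test moved by more than 1 SD between fish, and 13, 39 and 26 with single arrays left out.

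In HK, limma called 0 oligos at each time point with adjusted p values, where an unadjusted p under 0.05 gave 1714 at T1, 1894 at T2, 1766 at T3 and 4799 at any of them. Of those at T3 1489 were higher and 277 lower, against 1164 and 1043 with scaling on the median, 1142 and 1153 with quantile normalization, 4489 and 214 with the normexp background correction and 972 and 1055 without T3 fish 3. The unadjusted counts in limma were 558 at T1, 1010 at T2 and 4703 at T3 under normexp. The methods' t-test at its unadjusted limit gave 2068, 1771, 1297 and 4707, and 0 after Benjamini-Hochberg adjustment. On the authors' processed values, the same unadjusted test gave 1560, 1644, 1362 and 4063 for oligos with at least 2 values in each group, and 879, 1202, 763 and 2596 for oligos with a value on every HK array. With adjusted p values from limma, calls appeared under the normexp background correction (T3 203, any time point 203), with only the 2 groups of a comparison in the fit (T3 4, any time point 4), with all 23 arrays in 1 fit (T2 4, T3 88, any time point 92) and with the slide as a block in that fit (T3 63, any time point 63). Quantile normalization, scaling on the median, the authors' processed values, no filter on dim oligos, a stricter filter, outlier spots kept, no fold threshold and the slide as a block within HK all left the count at 0.

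With single HK arrays left out, the count stayed at 0 except for 9 at T1 without T1 fish 3, 1765 at T2, 65 at T3 and 1825 at any time point without T2 fish 3, 196 at T3 without T3 fish 1 and 1 at T2 without T1 fish 7, so the ranges were 0 to 9 at T1, 0 to 1765 at T2 and 0 to 196 at T3.

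In LS, where limma called 3678 (2023 higher, 1655 lower), the count was 3143 (1792 higher, 1351 lower) under the normexp background correction, 4353 (2427 higher, 1926 lower) under quantile normalization, 3759 (2470 higher, 1289 lower) with scaling on the median and 1805 (983 higher, 822 lower) in the authors' processed values. Of the oligos called in the main setting, these hold 2333, 3329, 3163 and 1698, all with the same sign. It was 3368 (1833 higher, 1535 lower) without the filter on dim oligos, 4055 (2162 higher, 1893 lower) with the stricter filter and 3677 (2027 higher, 1650 lower) with outlier spots kept, and no fold threshold changed nothing. An unadjusted p under 0.05 gave 8524 (3700 higher, 4824 lower) by limma. This majority turned to higher with scaling on the median (4736 higher, 3851 lower) and under normexp (2372 higher, 2033 lower). It also turned with the slide as a block in a fit of all 23 arrays (4104 higher, 3164 lower). The methods' t-test gave 6889 (3252 higher, 3637 lower) at its unadjusted limit. After adjustment it gave 1865 (1273 higher, 592 lower), 1753 of them called by limma. On the authors' processed values the methods' t-test gave 4973 and 4505 under the 2 rules for blank values. All 23 arrays in 1 fit gave 5672 (2929 higher, 2743 lower) and the slide as a block in that fit 4720 (2768 higher, 1952 lower). The count was 852 (638 higher, 214 lower) without control 4, 856 (651 higher, 205 lower) without control 8, 2478 (1592 higher, 886 lower) without control 10, 6039 (2846 higher, 3193 lower) without CT<20 fish 1, 2025 (1271 higher, 754 lower) without CT<20 fish 4, 2761 (1393 higher, 1368 lower) without CT<20 fish 9 and 2809 (1712 higher, 1097 lower) without CT<20 fish 10, a range of 852 to 6039. The median log2 fold change over all tested oligos moved from −0.20 to 0.12 under normexp, −0.062 under quantile normalization, −0.13 in the authors' processed values and 0.10 with the slide as a block.

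Over the settings that keep all arrays, apart from the replicate number as a block, the adjusted p from limma's fry ranged as follows for lists past the threshold in the main setting. It was 1.91e-04 to 0.161 for lysosome in LS, 0.00189 to 0.0661 for heat shock proteins and chaperones in LS, 5.62e-04 to 0.372 for peroxisome in LS, 0.0367 to 0.155 for collagen in LS, 1.67e-04 to 0.0367 for eicosanoid in LS, 0.0305 to 0.184 for erythrocyte markers in LS, 5.23e-08 to 0.0367 for neutrophil markers in LS, 0.0288 to 0.39 for globin and heme synthesis at T3, 0.0288 to 0.39 for erythrocyte markers at T3, 0.0476 to 0.921 for cell cycle at T3 and 0.00133 to 0.080 for B cell markers at T3. Lists that passed it only under another such setting had ranges of 0.00262 to 0.221 for TNF superfamily in LS, 0.0165 to 0.399 for chemokines, interleukins and their receptors in LS, 0.0146 to 0.137 for complement in LS, 8.12e-04 to 0.106 for proteasome in LS, 8.12e-04 to 0.144 for respiratory chain in LS, 0.0334 to 0.397 for skeletal muscle markers at T1 and 0.0315 to 0.854 for cell cycle at T1.

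Under the normexp background correction, the mean log2 fold change of a list changed sign for B cell markers in LS from −0.33 to 0.059, T cell at T3 from −0.039 to 0.069 and in LS from −0.86 to 0.023, TNF superfamily at T1 from 0.15 to −0.073, coagulation at T1 from 0.038 to −0.16, complement at T1 from 0.15 to −0.044, keratin at T1 from 0.24 to −0.017 and at T2 from 0.015 to −0.020, lysosome at T2 from −0.055 to 0.0031, respiratory chain at T3 from 0.064 to −0.11, skeletal muscle markers at T2 from 0.16 to −0.13 and xenobiotic metabolism in LS from −0.095 to 0.00075. Under normexp, lists no longer past the threshold of limma's fry were cell cycle at T3 (0.27, adjusted p = 0.164), collagen in LS (−0.83, adjusted p = 0.123), erythrocyte markers at T3 (0.93, adjusted p = 0.113), globin and heme synthesis at T3 (1.02, adjusted p = 0.113) and peroxisome in LS (−0.28, adjusted p = 0.221). Lists past the threshold only here, by limma's fry, were chemokines, interleukins and their receptors in LS (0.39, adjusted p = 0.0165) and complement in LS (0.84, adjusted p = 0.0305). Of the study's categories in HK, the sign changed for TM - bacteria up at T3 from −0.045 to 0.0020, Metabolism Xenobiotic at T1 from 0.0094 to −0.038 and Cell Myofiber at T2 from −0.083 to 0.019. No longer at an exact p under 0.05 here were TM - inflammation up at T3 (−0.35, exact p = 0.0571), Immune Ig at T2 (−0.50, exact p = 0.0571), Immune Lectin at T1 (−0.27, exact p = 0.143), Cell cycle at T3 (0.63, exact p = 0.0571) and Metabolism Mitochondria at T3 (0.36, exact p = 0.0571). By more than 1 SD between fish, the mean over the study's own oligos, with no test, moved for Immune Cytokine in LS from 2.00 to 1.57, Immune Antigen presentation in LS from 1.26 to 0.99, Immune TNF in LS from 2.01 to 1.48, Immune Lymphocyte in LS from 2.41 to 1.79, Immune Complement in LS from 3.04 to 2.53, Immune T cell in LS from 2.38 to 1.84, Cell Stress in LS from 1.74 to 1.52, Cell Lysosome in LS from 0.87 to 0.71, Immune receptor in LS from 1.79 to 1.17, Immune Cytokine receptor in LS from 2.46 to 1.90, Immune Lectin in LS from 2.28 to 1.69, Immune B cell in LS from 2.12 to 1.42 and Immune protease in LS from 3.36 to 2.73. Of single genes, the sign changed for hspa8 in LS from 0.0051 to −0.072, mcm7 at T3 from 0.068 to −0.16 and mcm10 at T3 from 0.13 to −0.21. For predicted miRNA targets the difference from other oligos changed sign for miR-206-3p at T1 (from −0.0044 to 0.019), miR-218a-5p at T3 (from 0.016 to −0.035) and miR-489-3p at T3 (from 0.019 to −0.0035).

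Under quantile normalization, the mean log2 fold change of a list changed sign for TNF superfamily at T1 from 0.15 to −0.074 and at T3 from 0.10 to −0.40, chemokines, interleukins and their receptors at T3 from 0.13 to −0.14, coagulation at T1 from 0.038 to −0.14, collagen at T2 from −0.082 to 0.047, eicosanoid at T2 from 0.013 to −0.0018, epidermis markers at T3 from 0.10 to −0.042, keratin at T3 from 0.15 to −0.021, myofiber at T2 from −0.050 to 0.039, peroxisome at T3 from 0.094 to −0.078 and redox and glutathione in LS from 0.064 to −0.033. The same held for xenobiotic metabolism at T3 from 0.29 to −0.0078. With quantiles, lists no longer past the threshold of limma's fry were cell cycle at T3 (0.31, adjusted p = 0.0552), erythrocyte markers at T3 (0.93, adjusted p = 0.267), globin and heme synthesis at T3 (1.06, adjusted p = 0.267), lysosome in LS (0.72, adjusted p = 0.0538) and peroxisome in LS (−0.46, adjusted p = 0.0673). Lists past the threshold only here, by limma's fry, were TNF superfamily in LS (1.05, adjusted p = 0.00262) and skeletal muscle markers at T1 (1.73, adjusted p = 0.0334). Of the study's categories in HK, the sign changed for Metabolism Xenobiotic at T1 from 0.0094 to −0.017 and Metabolism Iron heme at T2 from 0.037 to −0.079. No longer at an exact p under 0.05 here were Cell Redox at T1 (−0.52, exact p = 0.0571). For predicted miRNA targets the difference from other oligos changed sign for miR-1-3p at T3 (from 0.024 to −0.011), miR-206-3p at T1 (from −0.0044 to 0.0050) and miR-218b-5p at T3 (from −0.0056 to 0.0024).

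With scaling on the median of each array, the mean log2 fold change of a list changed sign for TNF superfamily at T1 from 0.15 to −0.11 and at T3 from 0.10 to −0.25, chemokines, interleukins and their receptors at T3 from 0.13 to −0.22, coagulation at T1 from 0.038 to −0.22, complement at T1 from 0.15 to −0.11, eicosanoid at T1 from 0.087 to −0.17, epidermis markers at T3 from 0.10 to −0.25, interferon response at T3 from 0.13 to −0.23, keratin at T1 from 0.24 to −0.016 and at T3 from 0.15 to −0.20, neutrophil markers at T1 from 0.25 to −0.014 and at T3 from 0.31 to −0.048 and peroxisome at T3 from 0.094 to −0.26. The same held for proteasome at T1 from 0.12 to −0.14, redox and glutathione at T2 from −0.034 to 0.011 and at T3 from 0.13 to −0.22, respiratory chain at T1 from 0.089 to −0.17 and at T3 from 0.064 to −0.29 and xenobiotic metabolism at T3 from 0.29 to −0.062 and in LS from −0.095 to 0.10. With the median, lists no longer past the threshold of limma's fry were cell cycle at T3 (0.065, adjusted p = 0.921), collagen in LS (−0.97, adjusted p = 0.124), erythrocyte markers at T3 (0.86, adjusted p = 0.39) and in LS (1.55, adjusted p = 0.0552), globin and heme synthesis at T3 (0.96, adjusted p = 0.39), heat shock proteins and chaperones in LS (1.08, adjusted p = 0.0552) and peroxisome in LS (−0.30, adjusted p = 0.372). Lists past the threshold only here, by limma's fry, were TNF superfamily in LS (1.02, adjusted p = 0.0114). Of the study's categories in HK, the sign changed for Immune Complement at T1 from 0.071 to −0.19, Immune Eicosanoid at T3 from 0.21 to −0.14, Immune Lymphocyte at T3 from 0.17 to −0.18, Cell Folding, protein modification at T3 from 0.30 to −0.056, Metabolism Xenobiotic at T1 from 0.0094 to −0.25 and at T3 from 0.16 to −0.19, Cell cycle at T1 from 0.14 to −0.12 and Cell chromosome at T1 from 0.0096 to −0.25 and at T3 from 0.19 to −0.17. No longer at an exact p under 0.05 here were TM - inflammation up at T3 (−0.61, exact p = 0.229), Immune B cell at T1 (−1.04, exact p = 0.0571), at T2 (−0.60, exact p = 0.0857) and at T3 (−1.09, exact p = 0.0571), Immune Ig at T2 (−0.48, exact p = 0.171) and at T3 (−1.39, exact p = 0.0571), Immune Lectin at T1 (−0.58, exact p = 0.0857) and at T3 (−0.84, exact p = 0.114), Immune T cell at T2 (−0.97, exact p = 0.0571), Cell cycle at T3 (0.43, exact p = 0.343), Cell Myofiber at T3 (0.71, exact p = 0.143) and Metabolism Mitochondria at T3 (0.077, exact p = 0.943). At an exact p under 0.05 only here were Immune Lymphocyte at T1 (−0.72, exact p = 0.0286). By more than 1 SD between fish, the mean over the study's own oligos, with no test, moved for Cell Lysosome in LS from 0.87 to 1.06. Over those oligos the mean for Cell cycle moved at T1 from 0.15 to −0.11 and at T3 from 0.94 to 0.58, and for Cell chromosome at T1 from 0.059 to −0.20 and at T3 from 1.02 to 0.66. Of single genes, the sign changed for mcm7 at T3 from 0.068 to −0.23 and mcm10 at T3 from 0.13 to −0.22.

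In the authors' processed values, the mean log2 fold change of a list changed sign for chemokines, interleukins and their receptors at T3 from 0.13 to −0.10, coagulation at T3 from 0.68 to −0.11 and in LS from 0.47 to −0.46, complement at T3 from 0.65 to −0.32, eicosanoid at T2 from 0.013 to −0.25, epidermis markers at T2 from 0.061 to −0.0077 and at T3 from 0.10 to −0.038, keratin at T2 from 0.015 to −0.062, peroxisome at T3 from 0.094 to −0.038, redox and glutathione at T3 from 0.13 to −0.011, skeletal muscle markers at T2 from 0.16 to −0.22 and xenobiotic metabolism at T3 from 0.29 to −0.0012 and in LS from −0.095 to 0.033. In these values, lists no longer past the threshold of limma's fry were cell cycle at T3 (0.31, adjusted p = 0.348), erythrocyte markers at T3 (1.18, adjusted p = 0.348) and in LS (1.50, adjusted p = 0.0644), globin and heme synthesis at T3 (1.29, adjusted p = 0.348), heat shock proteins and chaperones in LS (0.87, adjusted p = 0.0661), lysosome in LS (0.63, adjusted p = 0.161) and peroxisome in LS (−0.59, adjusted p = 0.106). Lists past the threshold only here, by limma's fry, were cell cycle at T1 (0.48, adjusted p = 0.0315). Of the study's categories in HK, the sign changed for Immune Lectin at T2 from −0.16 to 0.13, Metabolism Xenobiotic at T3 from 0.16 to −9.0e-05, Cell chromosome at T1 from 0.0096 to −0.11 and at T3 from 0.19 to −0.0010 and Metabolism Iron heme at T2 from 0.037 to −0.044. No longer at an exact p under 0.05 here were TM - inflammation up at T3 (−0.28, exact p = 0.0571), Immune Lectin at T1 (−0.019, exact p = 0.886) and at T3 (−0.51, exact p = 0.0571), Cell Redox at T1 (−0.40, exact p = 0.0571) and Metabolism Mitochondria at T2 (0.40, exact p = 0.0571) and at T3 (0.25, exact p = 0.0571). At an exact p under 0.05 only here were TM - bacteria up at T1 (0.86, exact p = 0.0286) and Cell Redox at T3 (0.43, exact p = 0.0286). By more than 1 SD between fish, the mean over the study's own oligos, with no test, moved for Immune Cytokine in LS from 2.00 to 1.24 and Cell Cytoskeleton keratin at T3 from 1.11 to 0.53. Of single genes, the sign changed for hspa8 in LS from 0.0051 to −0.026, co4a1 in LS from −0.22 to 0.026 and mcm10 at T3 from 0.13 to −0.062. For predicted miRNA targets the difference from other oligos changed sign for miR-206-3p at T1 (from −0.0044 to 0.017).

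Without the filter on dim oligos, the mean log2 fold change of a list changed sign for chemokines, interleukins and their receptors at T2 from 0.022 to −0.013, eicosanoid at T2 from 0.013 to −0.015 and at T3 from −0.19 to 0.37, epidermis markers at T2 from 0.061 to −0.036 and redox and glutathione in LS from 0.064 to −0.0021. Within HK, with the slide as a block, the mean log2 fold change of a list changed sign for collagen at T1 from −0.046 to 0.31 and at T2 from −0.082 to 0.22, eicosanoid at T1 from 0.087 to −0.076, erythrocyte markers at T1 from −0.17 to 0.12, globin and heme synthesis at T1 from −0.19 to 0.16 and myofiber at T2 from −0.050 to 0.39. In this fit, lists no longer past the threshold of limma's fry were cell cycle at T3 (0.42, adjusted p = 0.0993), erythrocyte markers at T3 (1.22, adjusted p = 0.0993) and globin and heme synthesis at T3 (1.32, adjusted p = 0.0993).

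For 1 fit of all 23 arrays, with the slide as a block, only the LS lists are given here. Collagen in HK, given below, changed sign in it at T1 and T2. Among the LS lists, the mean log2 fold change changed sign for keratin in LS from −0.20 to 0.0033, redox and glutathione in LS from 0.064 to −0.0056 and xenobiotic metabolism in LS from −0.095 to 0.11. In this fit, lists no longer past the threshold of limma's fry were collagen in LS (−1.12, adjusted p = 0.155) and erythrocyte markers in LS (1.12, adjusted p = 0.184). Lists past the threshold only here, by limma's fry, were TNF superfamily in LS (1.11, adjusted p = 0.0155), chemokines, interleukins and their receptors in LS (0.22, adjusted p = 0.0342), complement in LS (1.04, adjusted p = 0.0152), proteasome in LS (1.23, adjusted p = 0.00437) and respiratory chain in LS (−1.29, adjusted p = 0.00815). Of single genes, the sign changed for hspa8 in LS from 0.0051 to −0.11, atp6v1g1 in LS from 0.17 to −0.068 and mcm7 at T3 from 0.068 to −0.040. Within the 7 LS arrays the slide could not be fitted, neither as a block nor as a random block, since only 1 slide holds more than 1 of them. Each of the 6 slides was scanned in a scan of its own, so a block for the scan is the same fit.

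With limma's camera in place of fry, lists no longer past the threshold were collagen in LS (−1.16) and peroxisome in LS (−0.49), at adjusted p values from 0.0612 to 0.135. Lists past the threshold only here were T cell at T1 (−0.55) and at T2 (−0.88), antigen presentation at T1 (−0.29) and at T3 (−0.23), cell cycle at T1 (0.39) and at T2 (0.36), complement in LS (1.01), globin and heme synthesis in LS (1.12), heat shock proteins and chaperones at T1 (0.39), at T2 (0.52) and at T3 (−0.16), interferon response at T1 (−0.53) and lysosome at T1 (−0.25) and at T3 (−0.15). So were myofiber at T1 (1.35) and in LS (−2.22), peroxisome at T1 (−0.16), proteasome at T2 (0.27) and in LS (1.14), respiratory chain at T2 (0.24) and in LS (−1.29) and skeletal muscle markers at T1 (1.88), at adjusted p values from 9.15e-09 to 0.0324 in limma's camera. It was run with its preset correlation between genes. Past the threshold by both camera and fry were lysosome in LS, heat shock proteins and chaperones in LS, globin and heme synthesis at T3, cell cycle at T3, eicosanoid in LS, erythrocyte markers at T3 and in LS, neutrophil markers in LS and B cell markers at T3. In the exact permutation test, lists no longer past the threshold were B cell markers at T3 (−0.63), cell cycle at T3 (0.42), collagen in LS (−1.16), eicosanoid in LS (1.78), erythrocyte markers at T3 (1.22) and in LS (1.36), globin and heme synthesis at T3 (1.32), heat shock proteins and chaperones in LS (0.89) and lysosome in LS (0.79). So were neutrophil markers in LS (4.08) and peroxisome in LS (−0.49), at adjusted p values from 0.102 to 0.306. With 25 lists and a smallest exact p of 0.0286, no list can pass the adjustment unless at least 15 lists reach that p, and the smallest adjusted p was 0.102, so this test says little on how stable the calls are.

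With the oligos of Table S3 that are predicted targets of no miRNA changed at that time point in place of all its other oligos, the difference between predicted targets and these changed sign for miR-1-3p at T3 (from 0.024 to −0.0082), miR-152-3p at T1 (from 0.027 to −0.0032), miR-218a-5p at T3 (from 0.016 to −0.016) and miR-489-3p at T3 (from 0.019 to −0.015).

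With single arrays left out, named by group and replicate number, the lists changed as follows against the HK controls at T1, where the lowest and highest mean over all omissions stand in parentheses and a list is past the threshold at a fry adjusted p under 0.05 in limma. The coagulation list (−0.10 to 0.18) changed sign without control 5 (−0.10), control 9 (−0.0067) and T1 fish 7 (−0.063). The collagen list (−0.38 to 0.073) changed sign without control 7 (0.067), control 9 (0.034), T1 fish 3 (0.053), T1 fish 6 (0.073) and T1 fish 9 (0.068). The eicosanoid list (−0.011 to 0.24) changed sign without control 7 (−0.011) and T2 fish 2 (−0.0051). The list of erythrocyte markers (−0.42 to 0.090) changed sign without control 7 (0.041) and T1 fish 9 (0.090). The globin and heme synthesis list (−0.45 to 0.067) changed sign without control 7 (0.067) and T1 fish 9 (0.064). The redox and glutathione list (−0.13 to 0.015) changed sign without control 5 (0.015). The xenobiotic metabolism list (−0.30 to 0.053) changed sign without control 5 (0.053), control 8 (0.026) and T1 fish 9 (0.035).

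For T2, given the same way, single arrays changed these lists. The cell cycle list (0.25 to 0.46) passed it only without control 5 (0.46). The list of chemokines, interleukins and their receptors (−0.094 to 0.093) changed sign without control 5 (−0.0021), control 8 (−0.035) and T2 fish 9 (−0.094). The collagen list (−0.40 to 0.11) changed sign without control 7 (0.030), T2 fish 10 (0.11) and T2 fish 2 (0.013). The eicosanoid list (−0.19 to 0.16) changed sign without control 8 (−0.034), control 7 (−0.084), T2 fish 2 (−0.19) and T2 fish 9 (−0.10). The list of epidermis markers (−0.025 to 0.19) changed sign without T2 fish 9 (−0.025). The list of erythrocyte markers (−0.53 to 0.083) changed sign without control 7 (0.058) and T2 fish 9 (0.083). The globin and heme synthesis list (−0.54 to 0.12) changed sign without control 7 (0.12), T2 fish 2 (0.0027) and T2 fish 9 (0.12). The list of heat shock proteins and chaperones (0.42 to 0.72) passed it only without T2 fish 3 (0.72). The keratin list (−0.11 to 0.13) changed sign without control 5 (−0.084), control 9 (−0.010), T2 fish 2 (−0.033) and T2 fish 9 (−0.11). The lysosome list (−0.13 to 0.036) changed sign without T2 fish 9 (0.036). The myofiber list (−0.33 to 0.16) changed sign without control 7 (0.00043), T2 fish 2 (0.16) and T2 fish 9 (0.091). The redox and glutathione list (−0.12 to 0.052) changed sign without control 5 (0.052) and T2 fish 2 (0.021). The list of skeletal muscle markers (−0.093 to 0.39) changed sign without T2 fish 3 (−0.093). The xenobiotic metabolism list (−0.32 to 0.033) changed sign without control 5 (0.033) and control 8 (0.0063).

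For T3 they changed these lists. The list of B cell markers (−0.76 to −0.56) was no longer past it without T3 fish 5 (−0.57). The T cell list (−0.27 to 0.16) changed sign without control 8 (0.015) and T3 fish 1 (0.16). The TNF superfamily list (−0.20 to 0.31) changed sign without T3 fish 3 (−0.20). The cell cycle list (0.32 to 0.52) was no longer past it without any of 14 arrays, all but control 5 and control 7, at 0.32 to 0.47. The list of chemokines, interleukins and their receptors (−0.10 to 0.31) changed sign without T3 fish 3 (−0.10). The list of epidermis markers (−0.057 to 0.27) changed sign without T3 fish 1 (−0.057) and T3 fish 3 (−0.048). The list of erythrocyte markers (1.11 to 1.43) was no longer past it without any of 13 arrays, all but control 7, T1 fish 7 and T2 fish 3, at 1.11 to 1.31. The globin and heme synthesis list (1.20 to 1.58) was no longer past it without any of 13 arrays, all but control 7, T1 fish 7 and T2 fish 3, at 1.20 to 1.40. The interferon response list (−0.070 to 0.29) changed sign without control 5 (−0.068) and T3 fish 7 (−0.070). The keratin list (−0.0046 to 0.36) changed sign without T3 fish 3 (−0.0046). The proteasome list (−0.11 to 0.050) changed sign without control 5 (0.050). The xenobiotic metabolism list (−0.055 to 0.50) changed sign without T3 fish 3 (−0.055).

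In LS, single arrays changed these lists. The list of B cell markers (−0.52 to −0.23) passed it only without CT<20 fish 1 (−0.52). The cell cycle list (−0.082 to 0.21) changed sign without control 8 (−0.082), CT<20 fish 1 (−0.069) and CT<20 fish 9 (−0.026). The list of chemokines, interleukins and their receptors (−0.055 to 0.22) changed sign without control 8 (−0.010), CT<20 fish 1 (−0.022) and CT<20 fish 9 (−0.055). The collagen list (−1.42 to −1.01) was no longer past it without control 4 (−1.05), control 8 (−1.01), CT<20 fish 10 (−1.16), CT<20 fish 4 (−1.13) and CT<20 fish 9 (−1.25). The complement list (0.79 to 1.25) passed it only without control 10 (1.25). The eicosanoid list (1.57 to 1.93) was no longer past it without control 4 (1.77), control 8 (1.79) and CT<20 fish 9 (1.77). The list of epidermis markers (−0.92 to −0.66) passed it only without CT<20 fish 1 (−0.88). The list of erythrocyte markers (1.06 to 1.54) was no longer past it without control 10 (1.48), control 4 (1.06), control 8 (1.54), CT<20 fish 10 (1.32), CT<20 fish 4 (1.18) and CT<20 fish 9 (1.50). The list of heat shock proteins and chaperones (0.77 to 1.05) was no longer past it without control 4 (0.84), control 8 (0.90), CT<20 fish 10 (0.77), CT<20 fish 4 (0.85) and CT<20 fish 9 (0.90). The lysosome list (0.69 to 0.90) was no longer past it without control 4 (0.69), control 8 (0.77), CT<20 fish 4 (0.78) and CT<20 fish 9 (0.74). The myofiber list (−2.89 to −1.96) passed it only without CT<20 fish 1 (−2.89). The list of neutrophil markers (3.72 to 4.78) was no longer past it without control 4 (3.72), control 8 (3.72), CT<20 fish 4 (4.17) and CT<20 fish 9 (3.95). The peroxisome list (−0.55 to −0.43) was no longer past it without control 10 (−0.48), control 4 (−0.50), control 8 (−0.50), CT<20 fish 10 (−0.43) and CT<20 fish 9 (−0.45). The proteasome list (1.00 to 1.40) passed it only without CT<20 fish 1 (1.40). The redox and glutathione list (−0.033 to 0.13) changed sign without CT<20 fish 1 (−0.033). The respiratory chain list (−1.67 to −1.08) passed it only without CT<20 fish 1 (−1.67). The list of skeletal muscle markers (−1.99 to −1.40) passed it only without control 10 (−1.77) and CT<20 fish 1 (−1.99).

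For the categories of the study in HK, past the threshold means an exact p under 0.05, which only 0.0286, the smallest possible, meets with 4 fish against 4 or 3. At T1 these changes came with single arrays left out. TM - bacteria up (0.43 to 0.96) passed it only without T1 fish 7 (0.96). Immune B cell (−0.93 to −0.67) was no longer past it without control 5 (−0.78), control 8 (−0.67), control 7 (−0.88) and control 9 (−0.80). Immune Complement (−0.047 to 0.12) changed sign without T1 fish 9 (−0.047) and control 7 (−0.025). Immune Lectin (−0.40 to −0.16) was no longer past it without T1 fish 7 (−0.16), control 5 (−0.34), control 8 (−0.26), control 7 (−0.35) and control 9 (−0.33). Immune T cell (−0.99 to −0.49) passed it only without T1 fish 3 (−0.99). Cell Folding, protein modification (0.53 to 0.85) passed it only without T1 fish 3 (0.85). Cell Redox (−0.60 to −0.38) was no longer past it without control 5 (−0.51) and control 7 (−0.42). Metabolism Xenobiotic (−0.061 to 0.079) changed sign without T1 fish 3 (−0.024), control 8 (−0.046) and control 9 (−0.061). Cell chromosome (−0.058 to 0.11) changed sign without T1 fish 3 (−0.020), T1 fish 6 (−0.014), T1 fish 7 (−0.0059), control 5 (−0.058) and control 8 (−0.016). Cell Myofiber (0.48 to 0.99) passed it only without T1 fish 3 (0.99). Metabolism Mitochondria (0.24 to 0.43) passed it only without T1 fish 3 (0.43). Metabolism Iron heme (−0.39 to 0.32) changed sign without T1 fish 9 (0.069) and control 7 (0.32). Tissue Erythrocyte, globin (−0.71 to 0.089) changed sign without control 7 (0.089). At T2 there were these. TM - bacteria up (1.45 to 2.04) was no longer past it without control 5 (1.69), control 8 (1.64), control 7 (1.55) and control 9 (1.66). TM - inflammation up (0.57 to 0.94) passed it only without T2 fish 3 (0.94). Immune B cell (−0.74 to −0.54) was no longer past it without T2 fish 3 (−0.64) and T2 fish 9 (−0.57). Immune Complement (0.22 to 0.58) passed it only without T2 fish 3 (0.58). Immune Ig (−0.64 to −0.37) was no longer past it without T2 fish 10 (−0.56), T2 fish 2 (−0.58), T2 fish 3 (−0.52) and T2 fish 9 (−0.45). Immune Lectin (−0.25 to 0.011) changed sign without T2 fish 9 (0.011). Immune T cell (−1.24 to −0.87) was no longer past it without control 5 (−1.02), control 8 (−0.94), control 7 (−1.09) and control 9 (−1.02). Cell Redox (−0.84 to −0.33) passed it only without T2 fish 3 (−0.84). Cell Myofiber (−0.29 to 0.039) changed sign without T2 fish 2 (0.036), T2 fish 9 (0.015) and control 7 (0.039). Metabolism Mitochondria (0.43 to 0.56) was no longer past it without control 8 (0.47) and control 9 (0.43). Metabolism Iron heme (−0.50 to 0.50) changed sign without T2 fish 3 (−0.50), control 5 (−0.056), control 8 (−0.17) and control 9 (−0.12). Tissue Erythrocyte, globin (−0.74 to 0.27) changed sign without T2 fish 9 (0.13) and control 7 (0.27). At T3 there were these. TM - bacteria up (−0.16 to 0.038) changed sign without T3 fish 5 (0.038), T3 fish 7 (0.021) and control 5 (0.0089). TM - inflammation up (−0.30 to −0.19) was no longer past it without T3 fish 1 (−0.24), T3 fish 3 (−0.28), T3 fish 5 (−0.25) and T3 fish 7 (−0.27). Immune Eicosanoid (0.17 to 0.27) passed it only without control 8 (0.27). Immune Lectin (−0.56 to −0.42) was no longer past it without control 5 (−0.51), control 8 (−0.42), control 7 (−0.52) and control 9 (−0.50). Immune Lymphocyte (0.068 to 0.30) passed it only without control 7 (0.30). Cell Redox (0.38 to 0.56) passed it only without control 7 (0.56). Cell cycle (0.71 to 0.92) was no longer past it without T3 fish 1 (0.88), T3 fish 3 (0.79), T3 fish 5 (0.71) and T3 fish 7 (0.76). Metabolism Iron heme (1.49 to 2.16) passed it only without control 7 (2.16). Tissue Erythrocyte, globin (1.21 to 1.88) passed it only without control 7 (1.88).

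Of single genes with a small log2 fold change, these changed sign. hspa8 in LS (−0.090 to 0.10) changed sign without control 10 (−0.090), CT<20 fish 10 (−0.0075), CT<20 fish 1 (−0.0036) and CT<20 fish 9 (−0.00058). co4a1 in LS (−0.46 to 0.047) changed sign without control 8 (0.047). atp6v1g1 in LS (−0.039 to 0.33) changed sign without control 10 (−0.039). mcm7 at T3 (−0.063 to 0.24) changed sign without control 8 (−0.063) and T3 fish 7 (−0.038). mcm10 at T3 (−0.33 to 0.38) changed sign without control 9 (−0.33) and T3 fish 1 (−0.020).

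Fish that share a number in 2 groups of the same tissue do not vary together as a rule. The correlations of their deviations from the group means were 0.54 for number 7 at T1, −0.01 for number 9 at T1, −0.21 for number 9 at T2, −0.32 for number 5 at T3, −0.30 for number 7 at T3, −0.23 for number 10 in LS and 0.09 for number 4 in LS, so the numbers are taken as labels that pair no samples, and a call lost with the block is not read as a smaller effect. The fit with the replicate number as a block gave 7026 called oligos in LS (1831 higher, 5195 lower) and left the counts at T1 and T3 where they were. For T2 no paired analysis was made, because T2 and the HK controls share only 1 number. With the replicate block, the mean log2 fold change of a list changed sign for B cell markers at T1 from −0.22 to 0.047, TNF superfamily at T3 from 0.10 to −0.48, antigen presentation in LS from 0.16 to −0.14, cell cycle in LS from 0.058 to −0.40, chemokines, interleukins and their receptors at T3 from 0.13 to −0.23 and in LS from 0.081 to −0.37, epidermis markers at T3 from 0.10 to −0.37, keratin at T3 from 0.15 to −0.32, peroxisome at T3 from 0.094 to −0.057, redox and glutathione at T3 from 0.13 to −0.011 and xenobiotic metabolism at T1 from −0.077 to 0.035 and at T3 from 0.29 to −0.15. In this fit, lists no longer past the threshold of limma's fry were B cell markers at T3 (−0.75, adjusted p = 0.385), cell cycle at T3 (0.068, adjusted p = 0.617), collagen in LS (−1.07, adjusted p = 0.334), eicosanoid in LS (1.46, adjusted p = 0.264), erythrocyte markers at T3 (1.23, adjusted p = 0.418) and in LS (1.87, adjusted p = 0.334), globin and heme synthesis at T3 (1.30, adjusted p = 0.441), heat shock proteins and chaperones in LS (1.14, adjusted p = 0.264) and lysosome in LS (0.68, adjusted p = 0.353). So were neutrophil markers in LS (3.30, adjusted p = 0.334) and peroxisome in LS (−0.51, adjusted p = 0.334) in limma's fry. Of single genes, the sign changed for hspa8 in LS from 0.0051 to −0.012, co4a1 in LS from −0.22 to 8.3e-05 and mcm10 at T3 from 0.13 to −0.086.

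Signal over background limits the dim oligos. The median signal of an array, as the scanner gave it, was 21.1 to 47.0 in CT<20 fish and 37.5 to 60.6 in LS controls, and 25.6 to 141 at T3 against 37.6 to 42.4 in HK controls. An oligo well above background on few arrays of a group has a level there that is partly background, as for the largest LS rises, whose control values rest on 1 of 3 arrays. The array of T3 fish 3 lay above the other HK arrays by 5.58 on the log2 scale over dim oligos and 0.29 over bright ones, and T3 means of dim oligos include that difference. Without the filter on dim oligos, the list that moved most was eicosanoid at T3, given above.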

Differences from the paper's values

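The methods' t-test on the authors' processed values, the slide as a block in a fit of all 23 arrays and the lists made from symbols were chosen only after the data had been seen, and everything else given here was set before the data were examined.

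For HK the paper states 1568 differentially expressed oligos, where limma called 0 of 36701 at any time point, with 4799 at an unadjusted p under 0.05 and a fold past the same limit. By the methods' t-test 4707 passed at its unadjusted limit and 0 after Benjamini-Hochberg adjustment. The count differed from the paper's under every alternative set before the data were examined that keeps all arrays. It was 203 with the normexp background correction, 92 with all 23 arrays in 1 fit and 4 with only the 2 groups of a comparison in the fit. With quantile normalization, scaling on the median, the authors' processed values, no filter on dim oligos, a stricter filter, spots marked as outliers kept, no fold limit or the slide as a block limma called 0, with 3641 to 5847 oligos at an unadjusted p under 0.05. Without T2 fish 3, limma called 1825 oligos at any time point, which is within 1.5 times the paper's count (1765 at T2 and 65 at T3). It called 196 without T3 fish 1, 9 without T1 fish 3, 1 without T1 fish 7 and 0 without any other single HK array, with 3219 to 6666 at an unadjusted p under 0.05 in the latter. The slide as a block in a fit of all 23 arrays, chosen after seeing the values, gave 63. At single time points in the main setting, counts at an unadjusted limit came near the paper's. They were 1714, 1894 and 1766 oligos at T1, T2 and T3 in limma and 2068, 1771 and 1297 by the methods' t-test, against 4799 and 4707 over the time points together. Under normexp the limma counts were 558, 1010 and 4703. With single arrays left out they were 787 to 2566 at T1, 1256 to 4088 at T2 and 1187 to 3759 at T3. On the authors' processed values the methods' t-test, chosen after seeing the values, gave 1560 oligos at T1, 1644 at T2 and 1362 at T3, and 4063 together. With oligos that have a value on every HK array, also chosen after seeing the values, it gave 879, 1202 and 763, and 2596 together. How many of the study's own oligos these settings leave out was not computed, since only the first 106 of the 1943 rows of Table S2 for HK were used here.

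For lysosome oligos in LS the paper gives a fold of 1.6, and the value here was 1.83 over the 22 oligos of that category in the part of Table S2 used. With the SD between fish of 0.13 on the log2 scale as the limit, it fell within the paper's value with the normexp background correction (1.63) and with quantile normalization (1.74), and without control 4 (1.72), and differed with scaling on the median (2.08) and in the authors' processed values (1.80), where the SD itself was 0.33. The notes of Table 6 and Table 7 call their folds mean log2 fold changes. For antigen presentation the paper's own log2 fold changes of Table S2 average to 1.05, a linear fold of 2.07 against the paper's 2.1 in Table 6, so the comparison was made with linear folds that carry a sign. The values here were 2.40 for antigen presentation (1.26 on the log2 scale) and 5.31 for lymphocyte (the paper's 4.4, here 2.41 on the log2 scale), and with scaling on the median these 2 categories differed from the paper's values (2.74 and 6.06).

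Of 19 categories of Table 6 compared with the part of Table S2 used, 12 did not differ from the paper's fold by more than the SD between fish and 7 did, lysosome among them. For complement the paper gives 4.4 and the value here was 8.25 (13 oligos), while the paper's own log2 fold changes of those oligos average to a fold of 5.79. It fell within the SD of the paper's value under normexp (5.77), and differed with quantile normalization, scaling on the median and in the authors' processed values. For immune effectors the paper gives 3.0 and the value here was 5.05 (44 oligos, 4.48 from the paper's own log2 fold changes), again within the SD under normexp alone of these 4 settings (3.89). For lectins the paper gives 3.3 and the value here was 4.85 (26 oligos, 3.92 from the paper's own). It fell within the SD under normexp (3.22) and in the authors' processed values (4.67), and without control 4, control 8, CT<20 fish 1 or CT<20 fish 4 (4.19 to 4.71), and differed with quantile normalization and scaling on the median. For B cells the paper gives 3.1 and the value here was 4.35 (22 oligos, 3.22 from the paper's own), within the SD under normexp (2.67), in the authors' processed values (3.44) and without CT<20 fish 1 (3.92), and not with quantile normalization or scaling on the median. For immune proteases the paper gives 6.6 and the value here was 10.3 (11 oligos, 6.61 from the paper's own). It fell within the SD under normexp (6.65), in the authors' processed values (9.5) and without control 4, control 8 or CT<20 fish 1 (8.49 to 9.79), and differed with quantile normalization and scaling on the median. For cell stress the paper gives 2.4 and the value here was 3.35 (40 oligos, 2.9 from the paper's own), which differed with each single array left out and under each of these 4 settings, at 2.86 to 3.82. Of these 6 categories, complement alone has the number of oligos here that Table 6 gives, and the sets of oligos need not be the same.

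For LS the paper's count of 4217 oligos and the 3678 called by limma lie within 1.5 times of each other. The counts were further apart in the authors' processed values (1805), by the methods' t-test at its unadjusted limit (6889) and after adjustment (1865), by limma at an unadjusted p under 0.05 (8524) and with the replicate number as a block (7026). Single arrays left out also put the counts further apart, with 852 called by limma without control 4, 856 without control 8 and 2478 without control 10. The same held without CT<20 fish 4, 9 and 10, at 2025, 2761 and 2809. Without CT<20 fish 1 limma called 6039, which is within 1.5 times. On the authors' processed values the methods' t-test, chosen after seeing the values, gave 4973, or 4505 over oligos with a value on every LS array.

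In LS the paper states that xenobiotic metabolism was lower. The xenobiotic metabolism list had a mean log2 fold change of −0.095 and a median of 0.13 (fry adjusted p = 0.816 from limma), so its mean has the paper's direction, which turned under normexp (0.00075), with scaling on the median (0.10), in the authors' processed values (0.033) and with the slide as a block in a fit of all 23 arrays (0.11). The paper states that blood coagulation genes were higher. The coagulation list had a mean of 0.47, in the paper's direction, but a median of −0.039, with 4 oligos higher and 6 lower, and the mean was 0.10 without CT<20 fish 10 and −0.46 in the authors' processed values. For 5 genes of bacterial response the paper gives a range of folds in LS, and all 5 lay above it, at 243- to 312-fold. Some settings put single genes inside the range. With the normexp background correction these were mmp9, mmp13 and mip2a, at log2 fold changes of 7.55, 7.46 and 7.33, while LOC106577197 and LOC106563105 fell below it, at 6.30 and 6.35. With the replicate number as a block mmp9 was at 7.24. Leaving out control 8 put LOC106577197 and mmp9 inside it, leaving out CT<20 fish 10 LOC106577197 and leaving out CT<20 fish 9 LOC106563105. For 4 of the 5, Table S2 holds the paper's own log2 fold changes, of 7.24 for mmp9, 7.19 for mmp13, 7.66 for mip2a and 7.21 for LOC106563105, and the values here (7.95, 7.95, 8.29 and 7.92) differ from them by less than the SD between fish pooled over both groups, which the wide spread of the controls sets. For mmp9, mmp13 and mip2a the difference is larger than the SD between CT<20 fish (0.45, 0.32 and 0.21).

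In HK the paper states that globins fell significantly before T3. The globin and heme synthesis list had means of −0.19 at T1 and −0.13 at T2 and the oligos of Tissue Erythrocyte, globin means of −0.38 and −0.20, which have the paper's direction and did not pass the threshold (fry adjusted p = 0.76 and 0.926 from limma for globin and heme synthesis). Without control 7 all 4 values were above 0 (0.067 and 0.12 for globin and heme synthesis). Neither set is the paper's globin category. The list holds alas2, hem4, rhag, gata1 and slc4a1b beside the globins hba, hbae and hbae4. The oligos of Tissue Erythrocyte, globin are only those predicted as miRNA targets. A fall of the paper's globins as a set was therefore not tested here. The rise at T3 has the paper's direction in both sets, at 1.32 and 1.41. The paper states that xenobiotic metabolism was higher in HK. The xenobiotic metabolism list had means of −0.077, −0.10 and 0.29 at T1, T2 and T3, and the study's oligos of Metabolism Xenobiotic 0.0094, −0.17 and 0.16, of which those at T3 have the paper's direction. Table 7 marks the rise as significant at T3 alone and shows no change at T1. The T3 mean of xenobiotic metabolism fell below 0 with quantile normalization, scaling on the median, in the authors' processed values and without T3 fish 3 (−0.0078, −0.062, −0.0012 and −0.055). Its T1 and T2 means rose above 0 without control 5 (0.053 and 0.033) or control 8 (0.026 and 0.0063), and its T1 mean without T1 fish 9 (0.035). Metabolism Xenobiotic at T3 was −0.19 with scaling on the median. For redox and glutathione genes the paper states a rise at T3. The redox and glutathione list had a T3 mean of 0.13, or −0.031 relative to the median of all tested oligos (fry adjusted p = 0.73 from limma), and Cell Redox one of 0.46. The mean of redox and glutathione has the paper's direction, and was −0.22 with scaling on the median and −0.011 in the authors' processed values. Protein folding is given as higher in HK too, where heat shock proteins and chaperones had means of 0.39, 0.52 and −0.16 and Cell Folding, protein modification 0.66, 0.88 and 0.30, of which all but the T3 mean of the former have the paper's direction. With scaling on the median the T3 mean of Cell Folding, protein modification was −0.056.

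Table 7 gives further directions in HK that are set against the lists here by sign alone. It does not mark as significant complement and chemokines at T1 and T2, or eicosanoid metabolism and lymphocyte genes at T3. Immune Complement, Immune Eicosanoid and Immune Lymphocyte hold only oligos predicted as miRNA targets, a part of those in Table 7. It gives complement as lower at each time point. The complement list had means of 0.15, 0.57 and 0.65, and Immune Complement 0.071, 0.38 and −0.30, of which the T3 value has the paper's direction. Without T3 fish 3 the T3 mean of complement was 0.39, and it was 0.96 without T3 fish 1. The complement list fell below 0 at T1 under normexp (−0.044) and with scaling on the median (−0.11), and at T3 in the authors' processed values (−0.32). Immune Complement at T1 was −0.19 with scaling on the median, −0.047 without T1 fish 9 and −0.025 without control 7. Chemokines are given as lower at T1 and T3 and higher at T2, and chemokines, interleukins and their receptors had means of −0.11, 0.022 and 0.13, opposite at T3. That T3 mean had the paper's direction with quantile normalization, scaling on the median, in the authors' processed values and without T3 fish 3 (−0.14, −0.22, −0.10 and −0.10). Eicosanoid metabolism is given as lower at T1 and T2 and higher at T3. The eicosanoid list had means of 0.087, 0.013 and −0.19, opposite at each time point, while Immune Eicosanoid, at −0.15, −0.22 and 0.21, has the paper's directions, except at T3 with scaling on the median (−0.14). The settings under which the eicosanoid list takes the paper's direction are, at T1, scaling on the median, the slide as a block, only the 2 groups in the fit and leaving out control 7 or T2 fish 2 (−0.17, −0.076, −0.0051, −0.011 and −0.0051). At T2 they are quantile normalization, the authors' processed values, no filter on dim oligos (−0.0018, −0.25 and −0.015) and leaving out control 7, control 8, T2 fish 2 or T2 fish 9 (−0.084, −0.034, −0.19 and −0.099), and at T3 no filter on dim oligos (0.37). Lymphocyte genes are given as lower at each time point, and Immune Lymphocyte had means of −0.46, −0.49 and 0.17, opposite at T3 except with scaling on the median (−0.18). Keratin is given as higher at each time point, as were the keratin list (0.24, 0.015 and 0.15) and the study's own keratin oligos, the latter at folds of 1.42, 1.14 and 2.16, with no value of the list past the threshold. With scaling on the median the keratin list was below 0 at T1 and T3 (−0.016 and −0.20), under normexp at T1 and T2 (−0.017 and −0.020), with quantile normalization at T3 (−0.021) and in the authors' processed values at T2 (−0.062).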

Other observations

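The tests of T2 fish 3 and of the array of T3 fish 3 were chosen only after the result had been seen, as were the limits (an SE and a low level in HK controls) for a muscle marker to count against muscle in HK. The lists made from symbols were written after the names on the array had been seen and before any fold change was computed.

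The arrays of each comparison were split in every other way into groups of the same sizes, with limma fitted to those arrays alone. In LS, 1 of 35 splits, the real one, gave as many called oligos and 1 of 35 as many at an unadjusted p under 0.05 and a fold past the limit, the smallest share that this design allows. Other splits gave up to 2363 called oligos against 3678 in the real one, and up to 7901 at the unadjusted limit against 8524. The LS count with all 7 arrays was thus larger than in any other split. A share of 1 in 35 is too coarse to rule out chance. The real split also largely follows the sampling day, so its share does not single out infection. Without control 4, control 8 or CT<20 fish 4 the count was 852, 856 and 2025, and without CT<20 fish 1 it was 6039, and no splits were drawn for these smaller sets. In HK at T1, T2 and T3, 35 of 35 splits gave as many called oligos, since limma called 0 in the real split, with 3090, 2441 and 1595 oligos at an unadjusted p under 0.05 and a fold past the limit. As many at that limit came from 4 of 35 splits at T1, 8 at T2 and 8 at T3, with up to 6076, 4776 and 6575 in another split, so chance cannot be excluded for these counts. Between time points limma called 0 oligos for T2 minus T1, T3 minus T1 and T3 minus T2, with 2137, 1877 and 2690 at an unadjusted p under 0.05 and a fold past the limit, and 7, 7 and 8 of 35 splits gave as many at that limit.

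Without T2 fish 3, limma called 1765 oligos in HK at T2, 871 higher and 894 lower, and with it 0. On these oligos the shift of T2 fish 3 from the controls was a median share of 0.0308 of the shift of its 3 group mates (quartiles −0.12 and 0.20). On the 871 higher ones the mates had a median log2 fold change of 1.21 and T2 fish 3 one of 0.017. These oligos were chosen because they pass only without this fish, so a low share is built into the choice and does not show how much of the response of the others T2 fish 3 carries. Its level of infection and a swapped label were not tested, since the cycle thresholds of the paper's tables could not be assigned to arrays. T2 fish 3 shares its slide with a control.

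On the array of T3 fish 3, 99.7% of spots lay well above background. The 2896 oligos that no other HK array had well above background were higher on it by a median of 5.58 on the log2 scale than on the other arrays, and the 27796 that every other one had well above background by 0.29, a difference of 5.29. Negative control spots lay above their local background by a median of 21 on this array and by −10 to −1 on the other 22, but the 10th percentile of the processed signal was 47.3, against 1.00 to 4.49 on the others. This is consistent with signal added to the spots of the array, and the amount was not shown to be the same for each spot, since negative control spots rose by less than the dim oligos. Without this array the median log2 fold change over all tested oligos at T3 was −0.080 in place of 0.16. A change in the fish itself that raised dim oligos alone is a biological explanation that was not tested.

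Myofiber oligos were higher in HK at T1, by 1.35, in all 4 fish (fry adjusted p = 0.281 from limma). Skeletal muscle taken along with the head kidney was tested with the 6 skeletal muscle markers that are brightest in LS controls, and 4 of 6 were raised by over 1 at T1, with log2 fold changes of 4.72 (SE 1.17) for ckmb, 4.57 (SE 1.05) for atp2a1l, 3.30 (SE 0.82) for actn3b and 1.21 (SE 0.78) for actc2. Of the other pair, ckm2, at 0.41 (SE 0.48), is bright in HK controls (2.69), where a small share of muscle would not show. The oligo of atp2a1 was at 0.30 (SE 0.75) from a low level in HK controls (−3.60), and its value plus the SE exceeds 1. By the limit written first, that each of the 6 should rise by over 1, muscle would have been excluded. Muscle taken along and expression in the head kidney itself cannot be told apart for these oligos, since 1 dim marker stands against 4 and its error is wide. The paper lists the miRNAs that it calls myomiRs, typically enriched in muscle, as higher in HK at T1 and T3. Their rise does not tell muscle taken along from expression in the head kidney either. All skeletal muscle markers are on the myofiber list too. The skeletal muscle markers (13 oligos) had means of 1.88, 0.16 and 1.16 at T1, T2 and T3 (fry adjusted p values 0.278, 0.942 and 0.398), above every control in 4, 2 and 3 of 4 fish, with a T2 median of −0.075 and a T3 mean of 0.59 without T3 fish 3. At T1 the adjusted p was 0.0334 with quantile normalization (mean 1.73), in a range of 0.0334 to 0.397 over the settings that keep all arrays and have no block on the replicate number, and the T2 sign changed without T2 fish 3 (−0.093), under normexp (−0.13) and in the authors' processed values (−0.22).

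Whether a miRNA that the paper lists as changed in HK moved the mRNA of its predicted targets the opposite way was tested for 23 combinations of a miRNA and a time point, with 32 to 167 target oligos of the 560 in the study's table. In 14 of 23 the targets lay on the opposite side of the other oligos, at differences between −0.30 and 0.19 on the log2 scale. By the exact permutation test 3 had an unadjusted p under 0.05 and 0 an adjusted one, the smallest adjusted p being 0.219. With 23 tests of 4 fish against 4, no adjusted p under 0.05 is possible unless at least 14 of them reach the smallest exact p of 0.0286, so the count of 0 says little. The table holds only oligos that the study called and predicted as targets of some miRNA, so a move of the targets cannot be told apart from the choice of these oligos.

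For the following lists the paper's text makes no claim in HK, or none was tested at a claim, and the values at T1, T2 and T3 are mean log2 fold changes against controls, none past the threshold in limma's fry. The proteasome list had means of 0.12, 0.27 and −0.052 (adjusted p values 0.613, 0.14 and 0.85), above every control in 1, 2 and 0 of 4 fish, with a T1 mean of −0.14 with scaling on the median. The lysosome list had means of −0.25, −0.055 and −0.15 (0.281, 0.926 and 0.573), below every control in 3, 1 and 1 of 4, with a T2 mean of 0.0031 under normexp and 0.036 without T2 fish 9. Without control 5 the T3 mean of proteasome was 0.050. For coagulation they were 0.038, 0.41 and 0.68 (0.76, 0.926 and 0.573), with medians of −0.15, −0.014 and 0.22 and a direction down in fry at T1. The T1 mean of coagulation changed sign with scaling on the median, under normexp and with quantile normalization (−0.22, −0.16 and −0.14), and without control 5, control 9 or T1 fish 7 (−0.10, −0.0067 and −0.063), and the T3 mean in the authors' processed values (−0.11). Without T3 fish 3 the T3 mean of coagulation was 0.34, and without control 5 the T2 mean 0.27. For respiratory chain they were 0.089, 0.24 and 0.064 (0.72, 0.183 and 0.85), and with scaling on the median −0.17 at T1 and −0.29 at T3. Under normexp the T3 mean of respiratory chain was −0.11. For peroxisome they were −0.16, −0.20 and 0.094 (0.335, 0.161 and 0.596), below every control in 3, 3 and 0 of 4 fish, with a T3 mean below 0 with scaling on the median, quantile normalization and in the authors' processed values (−0.26, −0.078 and −0.038).

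The collagen list had means of −0.046, −0.082 and 0.70 in HK (0.761, 0.926 and 0.398 in limma's fry, adjusted), above every control in 1, 1 and 2 of 4 fish. The T1 and T2 means were 0.31 and 0.22 with the slide as a block, 0.14 and 0.046 with it in a fit of all 23 arrays, above 0 at T1 without control 7, control 9, T1 fish 3, T1 fish 6 or T1 fish 9 (0.034 to 0.073) and at T2 without control 7, T2 fish 2 or T2 fish 10 (0.013 to 0.11). With only the 2 groups in the fit the T2 mean of collagen was 0.0039, and with quantile normalization the T2 mean was 0.047. Without T3 fish 3 the T3 mean of collagen was 0.34. The eicosanoid list had means of 0.087, 0.013 and −0.19 (0.76, 0.942 and 0.75). Its sign changed at T1 with scaling on the median, the slide as a block, only the 2 groups in the fit and without control 7 or T2 fish 2 (−0.17, −0.076, −0.0051, −0.011 and −0.0051), at T2 with no filter on dim oligos, with quantile normalization and in the authors' processed values (−0.015, −0.0018 and −0.25) and without control 7, control 8, T2 fish 2 or T2 fish 9 (−0.19 to −0.034), and at T3 with no filter (0.37). The epidermis markers had means of 0.26, 0.061 and 0.10 (0.72, 0.926 and 0.967), above every control in 3, 2 and 2 of 4 fish, with a T3 median of −0.018. Their T2 mean changed sign with no filter and in the authors' processed values (−0.036 and −0.0077), and their T3 mean with scaling on the median, quantile normalization and in the authors' processed values (−0.25, −0.042 and −0.038). Without T2 fish 9 their T2 mean was −0.025, and without T3 fish 1 or T3 fish 3 their T3 mean −0.057 and −0.048. The neutrophil markers had means of 0.25, 0.13 and 0.31 (0.72, 0.836 and 0.562), above every control in 2, 2 and 3 of 4 fish, and with scaling on the median −0.014 at T1 and −0.048 at T3. Their T3 mean was 0.12 without T3 fish 3 and 0.53 without T3 fish 5.

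In LS, the globin and heme synthesis list (7 oligos) had a mean of 1.12, above every control in all 4 fish (exact permutation test, p = 0.0286, adjusted 0.102), with a fry adjusted p of 0.0601 from limma. The epidermis markers (7 oligos) had a mean of −0.79, below every control in all 4 fish (exact permutation test, p = 0.0571, adjusted 0.143), with a fry adjusted p of 0.0707 from limma, and passed the threshold without CT<20 fish 1 (−0.88). The redox and glutathione list (23 oligos) had a mean of 0.064 and a median of −0.11 (fry adjusted p = 0.806 from limma), and its mean was below 0 with quantile normalization, with no filter on dim oligos and with the slide as a block in a fit of all 23 arrays (−0.033, −0.0021 and −0.0056) and without CT<20 fish 1 (−0.033).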
